# Prenatal Cadmium Exposure Alters Proliferation in Mouse CD4^+^ T Cells *via* LncRNA Snhg7

**DOI:** 10.3389/fimmu.2021.720635

**Published:** 2022-01-11

**Authors:** Jamie L. McCall, Melinda E. Varney, Emily Rice, Sebastian A. Dziadowicz, Casey Hall, Kathryn E. Blethen, Gangqing Hu, John B. Barnett, Ivan Martinez

**Keywords:** long non-coding RNA, Snhg7, CD4^+^ T cells, cadmium, GALNT7, miR-34a

## Abstract

**Objective:**

Prenatal cadmium (Cd) exposure leads to immunotoxic phenotypes in the offspring affecting coding and non-coding genes. Recent studies have shown that long non-coding RNAs (lncRNAs) are integral to T cell regulation. Here, we investigated the role of long non-coding RNA small nucleolar RNA host gene 7 (lncSnhg7) in T cell proliferation.

**Methods:**

RNA sequencing was used to analyze the expression of lncRNAs in splenic CD4^+^ T cells with and without CD3/CD28 stimulation. Next, T cells isolated from offspring exposed to control or Cd water throughout mating and gestation were analyzed with and without stimulation with anti-CD3/CD28 beads. Quantitative qPCR and western blotting were used to detect RNA and protein levels of specific genes. Overexpression of a miR-34a mimic was achieved using nucleofection. Apoptosis was measured using flow cytometry and luminescence assays. Flow cytometry was also used to measure T cell proliferation in culture. Finally, lncSnhg7 was knocked down in splenic CD4^+^ T cells with lentivirus to assess its effect on proliferation.

**Results:**

We identified 23 lncRNAs that were differentially expressed in stimulated versus unstimulated T cells, including lncSnhg7. LncSnhg7 and a downstream protein, GALNT7, are upregulated in T cells from offspring exposed to Cd during gestation. Overexpression of miR-34a, a regulator of lncSnhg7 and GALNT7, suppresses GALNT7 protein levels in primary T cells, but not in a mouse T lymphocyte cell line. The T cells isolated from Cd-exposed offspring exhibit increased proliferation after activation *in vitro*, but Treg suppression and CD4^+^ T cell apoptosis are not affected by prenatal Cd exposure. Knockdown on lncSnhg7 inhibits proliferation of CD4^+^ T cells.

**Conclusion:**

Prenatal Cd exposure alters the expression of lncRNAs during T cell activation. The induction of lncSnhg7 is enhanced in splenic T cells from Cd offspring resulting in the upregulation of GALNT7 protein and increased proliferation following activation. miR-34a overexpression decreased GALNT7 expression and knockdown of lncSnhg7 inhibited proliferation suggesting that the lncSnhg7/miR-34a/GALNT7 is an important pathway in primary CD4^+^ T cells. These data highlight the need to understand the consequences of environmental exposures on lncRNA functions in non-cancerous cells as well as the effects *in utero*.

## 1 Introduction

Cadmium (Cd) heavy metal exposure is of concern due to its long half-life and its association with numerous health issues including pregnancy and reproductive disorders, developmental toxicity, and cancer (1). Cd exposures occur through cigarette smoke and eating food from crops grown in contaminated soil. Occupational Cd exposures occur during mining, work with Cd-containing ores, and during the manufacturing of products containing Cd such as paints and batteries. The areas surrounding former zinc smelters, such as the site in Spelter, West Virginia, have soil and household dust that is contaminated with extremely high levels (up to 2280 mg/kg) of Cd (SI Group, LP. Dust Sampling Harrison County, West Virginia June and August 2005). The estimated daily intakes of Cd in nonsmoking adult males and females living in the United States are 0.35 and 0.30 μg Cd/kg/day (2), respectively, but reaches higher levels in contaminated areas (3). While there are many routes of human exposure, Cd is a health risk because it does not undergo metabolic degradation to a less toxic product and is poorly excreted (4).

Increasing evidence shows that the developing immune system is particularly susceptible to environmental insult and that exposure during these periods contribute to long-term immune dysfunction in the offspring later in life (5–7). We previously identified numerous immunotoxic effects in offspring of mice exposed to Cd (8–10). At birth (fewer than 12 hours postpartum) (8), prenatal Cd exposure increased the number of CD4^+^ T cells and a subpopulation of double negative cells, DN4 (CD4^−^CD8^−^CD44^−^CD25^−^), indicating that T cell maturation is altered by prenatal Cd exposure. At 2 and 7 weeks of age (9), prenatal Cd exposure did not affect thymocyte populations, implying that the aberrant T cell maturation is not sustained throughout life. However, other sex-specific immune alterations were observed at later ages (10).

Secreted cytokines play an important role in immune cell communication and signaling. Interleukin 2 (IL-2) is secreted from CD4^+^ T cells following T cell receptor stimulation (11) and is also required for the inhibitory activity of regulatory T cells (Tregs) (12). Interferon gamma (IFN-γ) is a signature proinflammatory cytokine in inflammation and autoimmune diseases; however, it also contributes to immune system homeostasis [reviewed in (13)]. Both IL-2 and IFN-γ levels were decreased in male and female prenatal Cd offspring at 7 weeks, but female offspring had reduced IL-2 levels at an earlier age of 2 weeks (9). By 7 weeks, female offspring exposed to prenatal Cd display a more inflammatory phenotype with reduced Tregs in the spleen (9). Additionally, offspring of both sexes show enhanced T-dependent antibody production in response to immunization with heat-killed *S. pneumoniae* indicating that male Cd offspring were showing increased proinflammatory responses (9). Increased T-dependent, PspA-specific serum IgG titers remained elevated in both female and male Cd offspring compared to control animals at 20 weeks (10). At 20 weeks, all Cd offspring also had increased proportions of splenic CD4^+^ T cells and CD45R/B220^+^ B cells as well as decreased proportions of CD4^+^FoxP3^+^CD25^+^ (natural regulatory T cells, nTregs) compared to the controls. Taken together, these data demonstrate that prenatal Cd exposure leads to dysregulation of T cell production and function, albeit on different timelines dependent on the sex of the offspring.

Emerging data highlight the integral roles that long noncoding RNAs (lncRNAs) play in T cell function [reviewed in (14)]. LncRNA fragments are greater than 200 nucleotides and lack protein encoding potential (15). They are often spliced and polyadenylated (16). LncRNAs regulate gene expression through various mechanisms including micro-RNA sponging, histone and chromatin modifications, and protein translation (17, 18). The lncRNA small nucleolar RNA host gene 7 (lncSnhg7) was first reported in 2013 by Chaudhry et al. (19) in the lymphoblastoid cell lines TK6 and WTK1, which differ only in p53 function. However, lncSnhg7 is aberrantly expressed and has oncogenic properties in a variety of cancers including breast (20, 21), pancreatic (22), hepatic (23), hypopharyngeal (24), and bladder (25–27) cancers, osteosarcoma (28, 29), and neuroblastoma (30). In colorectal cancer patients, high expression of lncSnhg7 is associated with poor prognosis (31) and is associated with dysregulation of N-acetylgalactosaminyltransferase (GALNT family) proteins (31, 32). Here, lncSnhg7 promotes proliferation and metastasis by sequestering miR-216b resulting in the upregulation of GALNT1 (32). Alternatively, lncSnhg7 can sequester the microRNA miR-34a resulting in increased expression of GALNT7 promoting colon cancer progression *via* PI3K/Akt/mTOR signaling (31). GALNT7 controls the initiation step of mucin-type O-linked protein glycosylation and the transfer of N-acetylgalactosamine to serine and threonine amino acid residues. Though little is understood regarding lncSnhg7 influence on T cell characteristics, it is known that O-linked glycosylation is critical to T cell maturation, trafficking, and survival (33).

It is crucial to determine the mechanisms by which prenatal Cd exposure affects T cells function and the long-term health of the offspring. We focused on CD4^+^ T cells due to our previous data showing altered cytokine profiles and T-dependent antibody production in offspring exposed to prenatal Cd. Our results revealed that a long noncoding RNA, lncSnhg7, was upregulated in primary CD4^+^ T cells of both male and female offspring after *ex vivo* stimulation with anti-CD3/CD28 in a Cd exposure-dependent way. We examined genes identified from the literature whose expression is regulated by lncSnhg7. We found that GALNT7, but not GALNT1, protein correlated with lncSnhg7 expression in activated CD4^+^ T cells. MiR-34a overexpression in primary cells suppressed GALNT7 protein levels. Additionally, we found that prenatal Cd exposure increase T cell proliferation in response to exogenous activation. This is consistent with our RNA-seq data which indicate increased expression of genes related to ribosome biogenesis (a canonical hallmark of cell proliferation) in stimulated T cells from Cd-exposed offspring. Finally, we found that proliferation is inhibited when lncSnhg7 is reduced. We predict that lncSnhg7 functions to sequester miR-34a, thereby controlling the production of GALNT7 and proliferation in T cells. Our findings provide new insights into the functions of lncSnhg7 in T cell activation and possible mechanisms that leading to immune dysfunction in offspring exposed to Cd *in utero*.

## 2.3 Materials and Methods

### 2.1 Reagents

Cadmium chloride (CdCl_2_; Sigma-Aldrich, C3141; ≥ 98% purity) was purchased from Sigma Aldrich and reconstituted at 101.6 mg/L (5000X) in MilliQ water. Stock CdCl_2_ was diluted to 10 ppm in MilliQ water, mixed thoroughly, and transferred to water bottles prior to autoclaving.

### 2.2 Mice

All animal procedures were approved by the WVU Institutional Animal Care and Use Committee. Male and female C.Cg-Foxp3tm2Tch/J (006769) and C57BL6/J (000664) mice were purchased from The Jackson Laboratory and housed at West Virginia University in a specific pathogen-free barrier facility with 12h light/dark cycles and fed normal chow (Envigo, 2018 Tekland Rodent Diet). For experiments using Cd-exposed offspring, mice were mated in pairs for 5-7 days with continuous exposure to 10 ppm CdCl_2_ *via* their drinking water or unspiked water for the controls. Female mice were exposed throughout pregnancy. Spiked water was replaced with control water (reverse osmosis purified water) within 12 hours of the birth of the pups. Control and Cd-exposed offspring were aged to 8-20 weeks. For experiments using mice directly exposed to Cd, male and female mice (8-12 weeks old) were exposed to CdCl_2_ or unspiked water for 21 days to approximate the duration of exposure of the offspring during gestation. The dose of 10 ppm was based on our previous studies which demonstrated immunomodulatory effects in the offspring of mice exposed to Cd (8–10). Cd levels in the environment vary widely because Cd can be transported through air, water, and soil. Humans normally absorb Cd into the body either by ingestion or inhalation (4). The daily intake for humans is estimated to be approximately 10 to 50 μg, but it can reach levels of 200 to 1000 μg in highly contaminated areas (9). In addition, the average Cd intake from cigarette smoke is 1 to 3 μg per pack per day (9). The female breeders in our study ingested an estimated 15 μg Cd per day, based on the average daily water intake determined by Bachmanov et al. (34). Considering that 10 percent or less of Cd ingested is absorbed (35), the body burden of these animals would be less than or equal to 1.5 μg per day. Studies from other laboratories found that chronic Cd exposure (3 months) resulted in a concentration of 4 μg/L in the blood of the mice (36). This concentration was slightly higher than the general population, but significantly lower than humans with occupational exposures (37–41). Taken together, these data show that the dose of Cd used in this study is environmentally relevant and comparable to that of human exposures. Previous assessment of water consumption with or without Cd-spike, indicated no difference in water intake between groups (8).

### 2.3 Single Cell Suspension Preparation

Spleens were harvested from euthanized mice and single cell suspensions prepared as follows. Spleens were dissected immediately after euthanasia and submerged into 5 mL of ice-cold phosphate-buffered saline without calcium or magnesium (PBS; Corning, 21-031-CV). Spleens were homogenized between frosted sections of sterile microscope slides and passed through a 20G needle 3-4 times to obtain single-cell suspensions. Cells were washed once with PBS and red blood cells were lysed using RBC lysis buffer (Sigma-Aldrich, R7757). After neutralization with complete medium [RPMI-1640 medium (Corning, 15-040-CV) supplemented with 10% heat-inactivated fetal bovine serum (FBS, Sigma-Aldrich, F0926), L-glutamine (2 mM; Gibco, 25030-081), HEPES (5mM; Gibco, 15630-080), penicillin/streptomycin (100 units/L and 100 µg/mL; Cellgro, 30-002-C1), and 2-mercaptoethanol (0.05 mM, Sigma-Aldrich, M3148)], cells were washed once in staining buffer [PBS pH 7.5, 0.5% bovine serum albumin (BSA; Sigma-Aldrich, A7030), and 2 mM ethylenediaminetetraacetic acid (EDTA; Sigma-Aldrich, E5134)] for T cell isolation. Viable cells were enumerated using trypan blue and a hemocytometer.

CD4^+^ T cells for all experiments were isolated from total splenocytes using a negative selection kit (Miltenyi, CD4+ T Cell Isolation Kit, mouse). Further purification for RNA sequencing experiments was conducted using FACS sorting. Cells were lysed immediately or stimulated at a ratio of 1:1 with Dynabeads™ Mouse T-Activator CD3/CD28 for T-Cell Expansion and Activation (Gibco, 1152D) for 16 hours (qPCR and RNAseq), 72 hours (proliferation, apoptosis, and western blots), or 5 days (suppression assay). RNA was isolated as described below.

### 2.4 RNA Isolation

Purified CD4^+^ T cells were homogenized using the Qiashredder (Qiagen, 79654) and RNA was extracted using the RNeasy Plus Mini Kit (Qiagen, 74134). RNeasy MinElute Cleanup Kit (74204) was used to concentrate or purify the RNA further. Samples were quantified using the NanoDrop One (Thermo Scientific).

For miR-34a qPCR, total RNA was extracted using TRIzol Reagent (Ambion, 15596026) as per manufacturer’s instructions and then treated with Turbo DNA free DNase (Invitrogen, AM1907) for 25 minutes at 37°C. RNA concentrations were determined with a NanoDrop 2000 Spectrophotometer (Thermo Scientific).

### 2.5 RNA Sequencing

RNA was quantified using Qubit RNA HS assay (ThermoFisher). The quality was measured on the Agilent 2100 Bioanalyzer using the Agilent RNA 600 Pico Kit. Libraries were prepared at the WVU Genomics and Bioinformatics Core using KAPA mRNA HyperPrep Kit (Roche) using 10 PCR cycles starting with 300-550 ng of RNA. Libraries were ran on the Bioanalyzer with an Agilent HS DNA assay for quality assurance prior to sequencing. RNA sequencing was conducted by Admera Health (South Plainfield, NJ) on the Hi-seq 2x150 platform. Sequencing reads were aligned to the mouse reference genome (mm10) using subread (42). Quantification of reads on transcripts annotated by RefSeq was done with feature counts (43). Transcripts annotation of lncRNAs are from ENCODE (v5); genes with names starting with “Gm” or ending with “Rik” were excluded as their functions are not annotated. Differentially expressed lncRNAs in CD4^+^ T cells upon CD3/CD28 stimulation were identified by EdgeR3 (44) with thresholds of FC > 2, FDR < 0.01, and log_2_ (count per million) > 1. Gene set enrichment analysis against KEGG pathways from MSigDB was carried out with GSEA (45).

### 2.6 RT-qPCR

Reverse transcription was performed using iScript™ Reverse Transcription Supermix for RT-qPCR (Bio-Rad, 170-8840) with 100 ng of total RNA per 20 μL reaction. RT-qPCR was performed using the primers and conditions listed in **Table 1**. All targets were amplified using SsoAdvanced™ Universal SYBR Green Supermix (Bio-Rad) with 40 cycles of a 2-step program (95°C x 10 sec, T_m_ x 30 sec for mGALNT7, mGALNT1, and mβactin or 95°C x 30 sec, T_m_ x 30 sec for mSnhg7) on a StepOnePlus Real Time PCR system (Applied Biosystems). Data were normalized to βactin. Analysis was performed according to the q-base protocol, as previously published (46, 47).

**Table 1:** Primers for qPCR.

Target	Product Length	Primers	Tm (°C)	% Efficiency
**mSNHG7 (NR_024068)**	149	F: 5’-CAGAAAGAAAGCGCCTGTTG-3’	60	102.8
		R: 5’-GCATACCTCAGGCACGTGAT-3’		
**mGALNT1 (NM_013814)**	111	F: 5’-CAGAAGGAAAGGTGACAGGAC-3’	60	105.5
		R: 5’-ATTCCAGCATCGTATGTTCCA-3’		
**mGALNT7 (NM_144731)**	129	F: 5’-TGTTATTTGTGCCTTGTTCTCG-3’	60	104.4
		R: 5’-ACCAGACTTCCACGACTCTA-3’		
**mβactin (NM_007393)**	147	F: 5’-GATTACTGCTCTGGCTCCTAG-3’	60	104.5
		R: 5’-GACTCATCGTACTCCTGCTTG-3’		

For miR-34a qRT-PCR, 0.5-1 μg of total RNA was reverse transcribed using the TaqMan^®^ miRNA Reverse Transcription Kit (Life Technologies), followed by specific TaqMan^®^ miR-34a Assay (Life Technologies) according to the manufacturer’s protocol. Relative expression was calculated using the ΔΔCt method [relative expression. 2-ΔCt; where ΔCt. Ct (Target RNA) – Ct (endogenous control RNA)], where the endogenous control for miRNA was RNU43.

### 2.7 Nucleofection

Primary CD4^+^ T cells were isolated from mice splenocytes as described above. Cells were nucleofected using the Lonza Amaxa P3 Primary Cell 4D Nucleofector Kit L (V4XP-3024, lot F-13316) according to the manufacturer’s protocol. Briefly, 30, 60, or 90 pmol of Cy3 negative control #1 (AM17120, lot ASO0JHC5), negative control #1 (4464058, lot ASO2F9B3), or miR-34a mimic (MC11030, lot ASO2GN0S) was added to cuvettes containing 1x10^6^ cells and pulsed using program DN-100.

EL4 (ATCC TIB-39) cells were grown in RPMI complete medium. Cells were nucleofected using the Lonza Amaxa SF Cell Line, 4D Nucleofector Kit L (V4XC-2024, lot F-13689) according to the manufacturer’s protocol. Briefly, 90 pmol of negative control #1 (4464058, lot ASO2F9B3) or miR-34a mimic (MC11030, lot ASO2GN0S) was added to cuvettes containing 1x10^6^ cells and pulsed using program CM-120.

For both cell types, cells were incubated for 2 hours prior to stimulation with ratio of 1:1 with Dynabeads™ Mouse T-Activator CD3/CD28 for T-Cell Expansion and Activation (Gibco, 1152D) for 48 hours. RNA and protein were isolated as described above and below, respectively.

### 2.8 Western Blotting

Whole cell lysate extracts were prepared M-PER Mammalian Protein Extraction Reagent (Thermo Scientific, 78503) supplemented with 1X Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific, 78447). Protein concentration was determined using the Pierce BCA Protein Assay Kit (Thermo Scientific, 23225). SDS-PAGE was performed using the Bolt system (Invitrogen) including 1X LDS sample buffer and reducing agent, 4-12% Bis-Tris Plus gels, and MES running buffer. Proteins were transferred to PVDF membranes using the iBlot2 transfer system (Invitrogen). Membranes were blocked in Superblock T20 (PBS) Blocking Buffer (Thermo Fisher, 3716) and incubated in primary antibody (listed below) in 5% BSA in TBST overnight at 4°C. Secondary antibodies (listed below) were diluted in 0.1% TBST. Membranes were imaged using the Bio-Rad ChemiDoc Imager and bands were quantified using Image Lab software (Bio-Rad).

Primary antibodies were diluted as follows: GALNT1 (NBP1-81852, lot A115764, Novus) 1:1000; GALNT7 (NBP2-39021, lots R89578 and 000010086, Novus) 1:1000, GAPDH (D16H11; 51745, lot 4, Cell Signaling Technologies) 1:1000, Actin (Ab-5, 612652, lot 6176513, BD Transduction Laboratories) 1:10,000. Secondary antibodies: Goat anti-Mouse Ig (554002, lot 5247553, BD Pharmingen) 1:10,000, Goat anti-Rabbit IgG (15015, lot 04318009, Active Motif) 1:10,000.

### 2.9 Proliferation

Proliferation was assessed using Cell Trace Violet (405/450), (Invitrogen, CellTrace™ Violet Cell Proliferation Kit, for flow cytometry, C34557). Briefly, CD4^+^ T cells were isolated and stimulated as described above. Cells were washed 1X in PBS and anti-CD3/CD28 beads were removed using a magnet. Cells were fixed for 30 minutes at room temperature in 4% paraformaldehyde (PFA) in PBS (Alfa Aesar, J61899). Cells were washed in PBS, resuspended in 300 µL PBS, and transferred to FACS tubes. Cells were assessed by flow cytometry (BD Fortessa using V450 and FITC/GFP filters). Proliferation was analyzed using FCS Express 7 (*De Novo* Software, Pasadena, CA, USA). The proliferation index indicates the of average number of cells that any initial cell became (regardless of its proliferation status) while the division index is the average number of cells resulting from a single dividing cell (removes non-dividing cells from the analysis). GFP-positive cells (T regulatory cells) were negligible but gated out of the analysis. T cells from a C57BL/6 mouse were used for the no stain and Cell Trace Violet single-stained controls. An aliquot of whole splenocytes from C.Cg-Foxp3tm2Tch/J mice were used for the FITC/GFP single-stained control.

Proliferation was modeled using the following parameters in FCS Express 7: Starting Generation = geometric mean of T=0 sample (C57BL/6 T cells, stained with CT Vio and fixed prior to stimulation); Background = geometric mean of non-stained control (C57BL/6 T cells, no CT Vio, fixed after proliferation); Max Number of peaks = 10 (females) or 9 (males); Software fitted CV and Peak Ratio.

### 2.10 Apoptosis

Annexin V and 7AAD staining was performed using eBioscience™ Annexin V Apoptosis Detection Kit eFluor™ 450 (Invitrogen, 88-8006-72). Briefly, cells were washed 1X in PBS (1mL) and the anti-CD3/CD28 beads were removed using a magnet. Cells were washed an additional time in 1 mL of binding buffer and resuspended in 100 µL of binding buffer after centrifugation at 500 RCF x 5 minutes. Annexin V-V450 (5 µL) was added to each tube and cells were incubated at room temperature for 15 minutes. Cells were washed in 1X binding buffer and resuspended in 200 µL of binding buffer. 7AAD (5 µL) was added to each sample tube and samples were analyzed by flow cytometry (BD Fortessa using V450, FITC/GFP, and PE-Texas Red filters) within 4 hours. GFP-positive cells (T regulatory cells) were negligible but gated out of the analysis. T cells from a C57BL/6 mouse were used for the no stain and single-stained controls. An aliquot of whole splenocytes from C.Cg-Foxp3tm2Tch/J mice were used for the FITC/GFP single-stained control.

Caspase 3/7 activity was measured using Caspase-Glo^®^ 3/7 Assay (Promega, G8090) per the manufacturer’s protocol. Briefly, 100 µL of stimulated cells (5 replicates per sample) were transferred to a white 96-well plate (Costar, 3917). Caspase-Glo reagents (100 µL) were added to each well, samples were mixed, and incubated at room temperature for 1 hour. Luminescence was recorded for 1000 ms using a SpectraMax iD3 Multi-Mode Microplate Reader (Molecular Devices). Control wells included blanks (cell media plus Caspase-Glo Reagent) and negative controls (T cells from a C57BL/6 mouse + Caspase-Glo Reagent).

### 2.11 Knockdown of lncSnhg7 With shRNA

Virus preparation: HEK-293T cells were transfected with the lentiviral plasmid pSMART mCMV/TurboRFP Non-Targeting Control#1 (Horizon Discovery Dharmacon, VSC6571) or a pool of pSMART mCMV/TurboRFP cloning vector (Horizon Discovery Dharmacon, V3SM11247-245870093, -245931044, -246050202) containing shRNA sequences against lncSnhg7 and lentiviral packaging plasmids, PsPax2 (Addgene, 12260) and VSV-G (Addgene, 8454), using calcium phosphate transfection. Lentivirus was collected after 48 hours and filtered (0.45 µm).

Target cell preparation and transduction: Primary CD4^+^ T cells were isolated from mice splenocytes as described above. Cells were stained with Cell Trace Violet (405/450), (Invitrogen, CellTrace™ Violet Cell Proliferation Kit, for flow cytometry, C34557). Filtered lentivirus was supplemented with LentiBOOST-P (Mayflower Bioscience, SB-P-LV-101-11) at a 1:100 dilution. Virus was added to target CD4^+^ T cells and spinoculated by centrifugation for 45 min at 500 RCF. Cells were stimulated as described above with Dynabeads™ Mouse T-Activator CD3/CD28 for T-Cell Expansion and Activation (Gibco, 1152D) and left to incubate overnight with virus for 18 h. Virus was removed, cells were resuspended in fresh media, and the T cells allowed to proliferate in the incubator for 72 h total. Cells were analyzed by flow cytometry and proliferation was modeled as described in section 2.9.

### 2.12 Suppression Assay

Tregs were isolated from 20-week-old cadmium and control offspring using the Miltenyi Mouse Treg isolation kit (130-091-041, lot 5191010723). Tregs were diluted to concentration of 1x10^5^ per mL in RPMI complete medium. A C57BL/6 mouse was used to isolate CD4^+^ Tconv cells. Tconv were stained with Cell Trace Violet (CT Vio, Invitrogen, C34557, lot 1811777) at a dilution of 1:1000, according to the manufacturer’s protocol. Tconv cells were resuspended in RPMI complete media at a concentration of 1x10^5^ per mL prior to plating. Cells were plated at ratios of 1:20, 1:10, 1:5, 1:2, and 1:1 as shown in **Table 2** and stimulated at a ratio of 1:1 with Dynabeads™ Mouse T-Activator CD3/CD28 for T-Cell Expansion and Activation (Gibco, 1152D). After 5 days, cells were harvested, stained with CD4 (BD Pharmingen™ Alexa Fluor^®^ 700 Rat Anti-Mouse CD4, clone RM4-5) and CD25 (BD Pharmingen™ PE Rat Anti-Mouse CD25), and fixed in 4% PFA. Samples were analyzed on the BD Fortessa, acquired with BD FACS DIVA 8.0, and analyzed using FCS Express 6.0 (*De Novo* Software, Pasadena, CA, USA). To analyze proliferation/division, cells were gated on CD4^+^, CD25^-^, and FoxP3(GFP)^-^ populations. Proliferation was modeled as described in section 2.9.

**Table 2:** Suppression assay.

	Treg : Teff				
	1:20	1:10	1:5	1:2	1:1
Tconv (µL)	100	100	100	100	100
Tregs (µL)	5	10	20	50	100
Media (µL)	95	90	80	50	0
AntiCD3/CD28 (µL)	12.5	12.5	12.5	12.5	12.5

### 2.13 lncSnhg7 Promoter Methylation

CD4^+^ T cells were isolated from total splenocytes in male and female offspring (3 Control and 3 Cd for each sex) as described in section 2.3. DNA was isolated from unstimulated (5x10^6^) and stimulated (2x10^6^ at stim) cells using the DNeasy Blood & Tissue kit (Qiagen, 69504, lot 56604118). DNA (500 µg) was converted overnight (Protocol A) with the EpiJet Bisulfite Conversion kit (Thermo Scientific, K1461, lot 004702171).

The lncSnhg7 promoter (983 bp) was amplified in bisulfite-converted and unconverted DNA using Platinum II Hot Start PCR Master Mix (Invitrogen, 14000-013) and the primers listed in **Table 3**. PCR products were visualized on a 2% agarose gel prior to TOPO TA cloning (Invitrogen, 45-0030, lot 2215633). Briefly, PCR products (4 µL) were ligated into the pCR^®^4-TOPO vector, transformed into DH5α cells, and grown on LB plates with ampicillin (100 μg/mL) overnight. Ten colonies per condition were expanded in LB/AMP media and plasmid DNA was purified on a vacuum manifold using QIAprep Spin Miniprep kits (Qiagen, 27106). Sequencing was performed by Eurofins Genomics (Louisville, KY, USA) using T3 (5’-AAT TAA CCC TCA CTA AAG GG) and T7 (5’- TAA TAC GAC TCA CTA TAG GG) primers. Alignment and sequence visualization were performed using SnapGene software version 5.3.2 (Insightful Science; www.snapgene.com). Methylation status was analyzed using QUMA: quantification tool for methylation analysis (http://quma.cdb.riken.jp/) (48).

**Table 3:** Primers for lncSnhg7 promoter amplification.

Target	Product Length	Primers
**Unconverted DNA**	522	F: 5’-CAAGCAGTACAGAGTCCCATGA-3’
		R: 5’-CAGAGTCTTTCCCTGGTGCTCC-3’
**Bisulfite-converted DNA**	533	F: 5’-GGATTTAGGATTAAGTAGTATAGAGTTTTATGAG-3’
		R: 5’-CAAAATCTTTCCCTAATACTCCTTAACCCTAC-3’

### 2.14 Statistical Analysis

*P* values were calculated using Prism Software (GraphPad, La Jolla, CA, USA). A *p* value of less than 0.05 was considered statistically significant. Values presented here are shown as mean +/- standard deviation (SD) unless otherwise noted.

## 3 Results

### 3.1 LncSnhg7 Is Upregulated in Mouse CD4^+^ T Cells Following Activation

We sought to identify pathways in T cells that are altered due to prenatal Cd exposure using a route of administration and dose of Cd that is consistent with our previous publications (8–10). Male and female mice were exposed to CdCl_2_ in their drinking water at a concentration of 10 ppm or administered normal water for 3 days prior to mating. Mice were mated in pairs to ensure that each litter represented an independent exposure and biological replicate. After 5-7 days of cohabitation, male mice were removed from the mating cage and females remained on their respective treatments throughout gestation (**Figure 1A**). All water was replaced with unspiked water within 12 hours of the birth of the offspring. The offspring were aged to 8-20 weeks of age for assays. Our previous publications show that, at these ages, mice exposed to prenatal Cd have aberrant T cell function (9, 10), including increased T-dependent antibody secretion, as well as altered splenic T cell populations (10).

**Figure 1:**
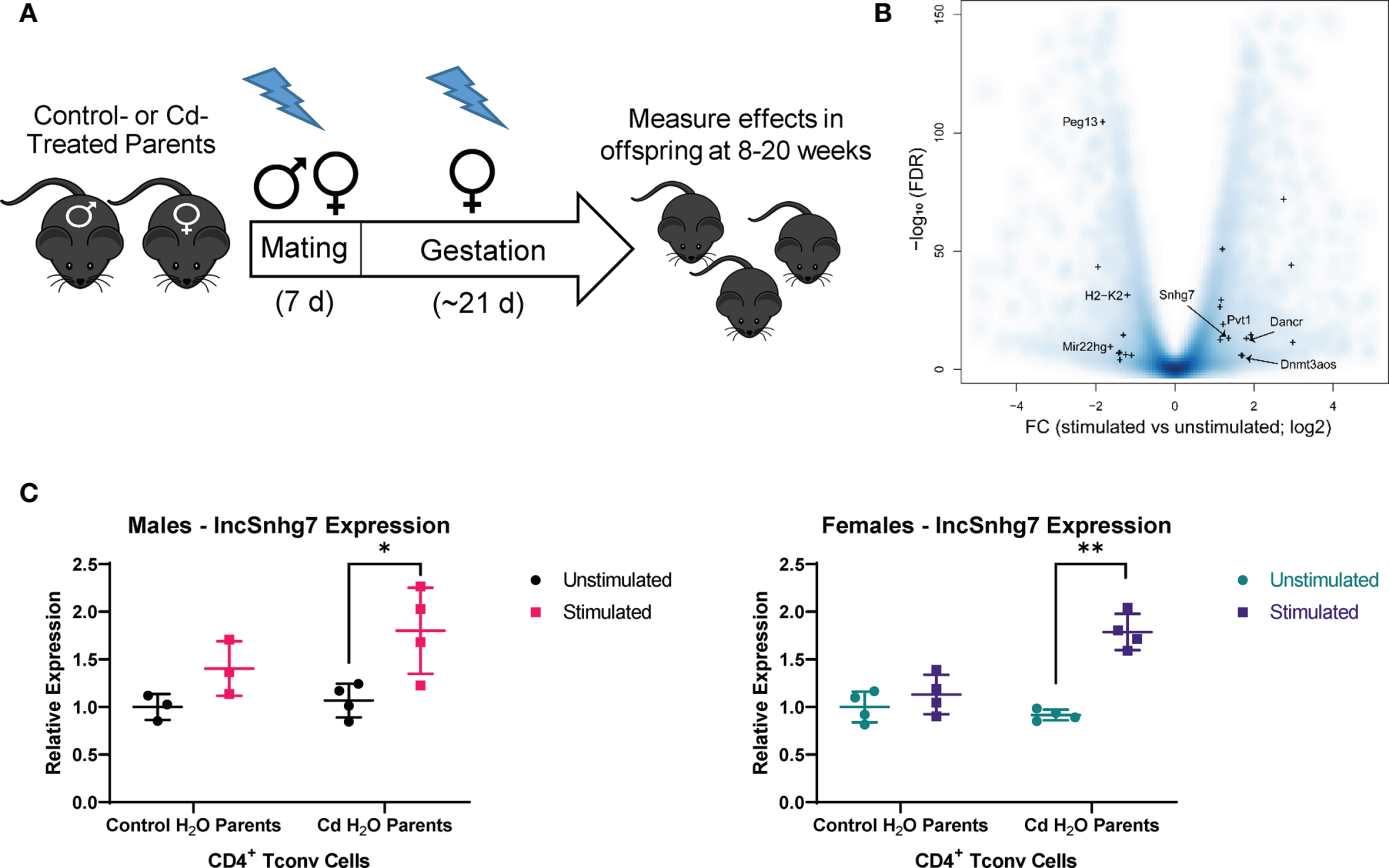
lncSnhg7 expression is increased in CD4^+^ T cells with activation. **(A)** Mice were exposed to Cd during prenatal development. Lightning bolts indicate times where parents are administered CdCl_2_ (10 ppm) *via* drinking water. **(B)** Volcano plot for the comparison of gene expression between unstimulated and stimulated CD4^+^ T cells. CD4^+^CD25^-^ T conventional (T conv) cells were isolated from the total splenocytes of control offspring. T conv cells were cultured for 0 or 16 hours in the presence of anti-CD3/CD28 magnetic beads, unstimulated and stimulated, respectively. RNA was isolated and expression was analyzed by RNAseq. Blue background represents all genes (coding and non-coding). “+” indicates lncRNAs detected as differentially expressed in our system (FC > 2 and FDR < 0.01). **(C)** LncSnhg7 expression is increased in male and female activated CD4^+^ T cells. CD4^+^CD25^-^ T conventional (T conv) cells were isolated from control and Cd-exposed offspring and stimulated as in **(B)** LncSnhg7 expression was evaluated by qPCR. Statistical significance was assessed using one-tailed, paired t-test between stimulated and unstimulated samples. *p < 0.05, **p < 0.01. n=3-4 per group.

The increasing data suggesting that lncRNAs play an important role in T cell function [reviewed in (14)] led us to focus on lncRNAs that are altered in CD4^+^ T cells in our mouse model. CD4^+^ T cells were isolated from total splenocytes of control offspring and stimulated in culture for 16 hours prior to analysis by RNA sequencing. 

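RNA sequencing covered 8 libraries of FACS-sorted splenic CD4+ T cells, 2 from each of 4 groups. The groups were unstimulated cells (0 hours) and cells stimulated for 16 hours with anti-CD3/CD28 beads, each from control offspring and from offspring of parents given 10 ppm Cd. The 2 libraries of a group carry the replicate numbers 6 and 7. The sample labels name CD4+ T cells of mice aged 8 weeks, and the legend of Figure 1B names CD4+CD25- T conventional cells. The authors aligned the reads to mm10 with subread and counted them on RefSeq transcripts with featureCounts. They deposited one table of 27179 genes, which holds log2(RPKM + 1) + 0.0001 for each library, RPKM being the reads of a gene scaled by transcript length and by the total of the library. Since low genes step in whole reads between libraries, the number of reads counted on genes was recovered from the table. It was 17985243 and 16299663 in unstimulated and 15542732 and 19449725 in stimulated cells of control offspring. In Cd offspring it was 19419451 and 20538306 in unstimulated and 21987821 and 25486791 in stimulated cells. These are reads counted on genes, and the paper states another quantity, about 30-million fragments per library; the values here rest on the former. Across the 12605 genes tested, the Pearson correlation between the 2 libraries of a group was between 0.983 and 0.990. The deposited values were turned back into RPKM, and genes with a mean RPKM of at least 0.5 over the 8 libraries were tested with limma on log2(RPKM + 0.1) in one model of the 4 group means, with Benjamini-Hochberg adjustment over the genes tested. A fold change is thus on the log2(RPKM + 0.1) scale, which understates the change of low genes. Stimulated and unstimulated cells were compared at the thresholds of the study, an adjusted p under 0.01 and more than 2-fold, and its further threshold, on CPM, was run as an alternative. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333. The model therefore takes its spread from all 8 libraries (4 residual degrees of freedom) and from the trend over all genes.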

With a modest sequence depth of about 30-million of RNA fragments per library, we identified 23 lncRNA genes differentially expressed in CD3/CD28-stimulated CD4^+^ T cells as compared to unstimulated CD4^+^ T cells (**Figure 1B** and **Table S1**). 

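Of the 12605 genes tested, coding and non-coding, 2353 differed between stimulated and unstimulated CD4+ T cells of control offspring, 1449 higher and 904 lower after stimulation. The count depended most on the pseudocount and was 1704 with a pseudocount of 1 RPKM. Among the called genes with a mean RPKM of at least 5, the largest increases were those of Irf4, Pdgfb and Lad1. Irf4, a transcription factor of activated T cells, rose from 2.65 ± 0.298 RPKM (SD, n = 2) to 543 ± 25.7 RPKM (SD, n = 2), a log2 fold change of 7.63. The log2 fold change was 7.39 for Pdgfb and 7.10 for Lad1. The largest decreases were those of Klf4 with a log2 fold change of -6.69, Jun with -5.82 and Fos with -5.77, all genes of the immediate early response. Fos fell from 614 ± 52.3 RPKM (SD, n = 2) to 11.2 ± 0.0348 RPKM (SD, n = 2). By the paper's methods, unstimulated cells were lysed without culture, and no group was cultured without beads. The comparison therefore cannot separate stimulation from time in culture, for these decreases or for the other changes. Whether the high level of Fos before culture came from the handling of the cells was not tested.

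All 23 lncRNA genes of Table S1 are in the deposited table and were tested. Each changed in the direction that Table S1 lists, 13 higher and 10 lower. The adjusted p was under 0.01 for 23 of them, and also for 23 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. At an adjusted p under 0.01 and more than 2-fold, 22 were called, 12 higher and 10 lower. The other one was Zfp783, with a log2 fold change of 0.86 (standard error 0.18, adjusted p = 0.00418 from limma). Without the control unstimulated replicate 7 its log2 fold change was 1.09. Slain1os passed the 2-fold threshold only just, and its log2 fold change was -0.82 without the control stimulated replicate 7. That of Tbc1d22bos, -1.23 with both replicates, was -0.94 without the same library. Over the 23 lncRNAs the log2 fold change ran from -2.05 for AW011738 to 2.64, with a median size of 1.42. Their mean level over the 8 libraries was 1.19 to 81.7 RPKM, and the fewest reads behind any one value was 7. The number called was 17 with a pseudocount of 1 RPKM, the alternative that moved it most.

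Of the lncRNAs labelled in Figure 1B, Pvt1 and Dancr were higher and Peg13, H2-K2 and Mir22hg lower after stimulation. Pvt1 rose from 4.09 ± 0.137 RPKM (SD, n = 2) to 9.29 ± 0.768 RPKM (SD, n = 2), a log2 fold change of 1.16, and that of Dancr was 1.80. Peg13 dropped from 22.1 ± 1.00 RPKM (SD, n = 2) to 6.42 ± 0.116 RPKM (SD, n = 2), a log2 fold change of -1.76. Mir22hg had a log2 fold change of -1.65 and H2-K2 one of -1.13. RefSeq (GRCm38.p6, the assembly of mm10) types 19 of the 23 as lncRNA and 2, H2-K2 and Smarca5-ps, as transcribed pseudogenes, whose reads the counting could have split with their parent genes. The 2 others, BC043934 and Rapgef4os2, had no match there. Of the 21 with coordinates, 17 overlap another annotated gene, and the paper's text does not name whether the counting used the strand, so reads of an overlapping gene cannot be excluded for these. Among all genes that RefSeq types as lncRNA, without names that start with Gm or end with Rik, 111 were tested and 24 called, 12 higher and 12 lower. Of these, 18 are in Table S1 and 6 are not. The 6 were Snhg3, which rose, and Lppos, Dubr, Arhgap15os, AI847159 and Man2c1os, which fell, and 2 of them had a log2(CPM) over 1. From these differences at its thresholds, the paper states that the 23 lncRNA genes were differentially expressed upon stimulation.

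**Figure D1:**
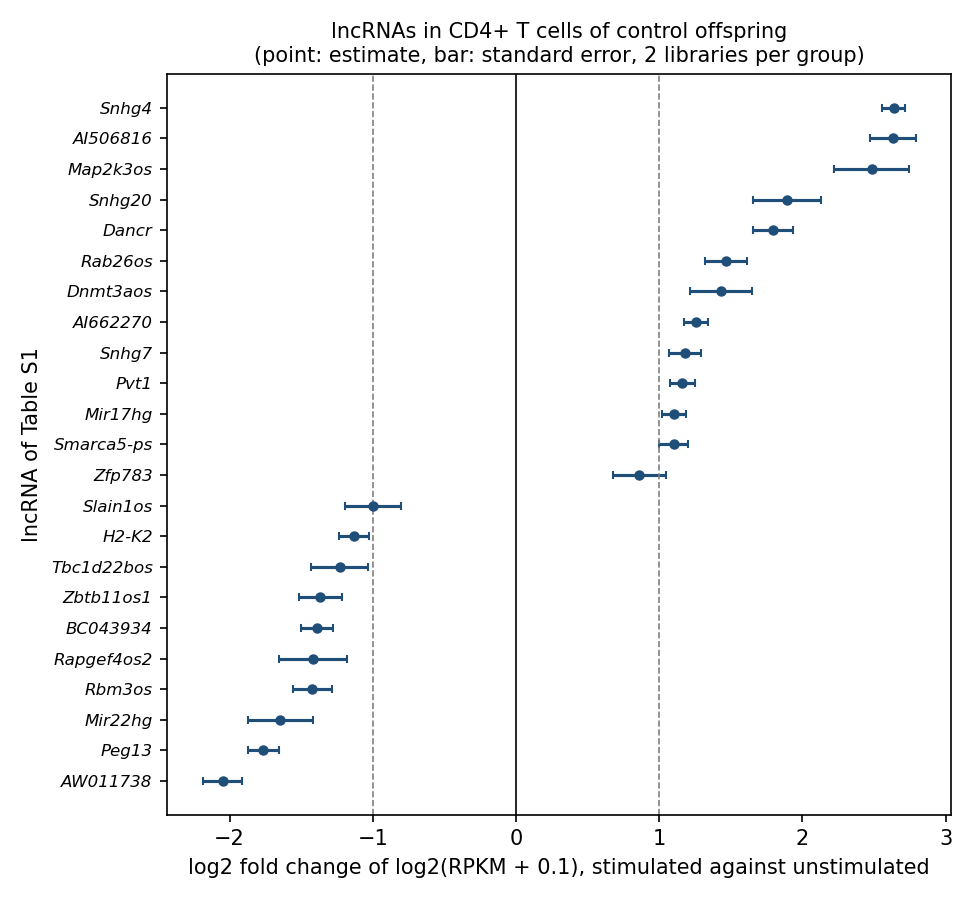
Log2 fold change of the 23 lncRNAs of Table S1 between stimulated and unstimulated CD4+ T cells of control offspring, on the log2(RPKM + 0.1) scale. Points are estimates, bars are standard errors and dashed lines mark a 2-fold change; the values run from -2.05 to 2.64, and Zfp783 lies at 0.86.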

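Of the lncRNAs that rose, Map2k3os (NCBI gene 24082) lies on chromosome 11 of GRCm38 from 60920941 to 60931867. It rose in control offspring from 0.418 ± 0.0942 RPKM (SD, n = 2) to 2.79 ± 0.421 RPKM (SD, n = 2). This is a log2 fold change of 2.48 (standard error 0.26, adjusted p = 0.000101 from limma), and the values rest on 8 and 10 reads in unstimulated and 49 and 76 reads in stimulated cells. With each library left out in turn, it stayed between 2.30 and 2.67. AI506816 (NCBI gene 433855) lies on chromosome 5 from 23692261 to 23712667 and overlaps the annotated genes Gm42226 and Gm50451. Its level was 0.993 ± 0.188 RPKM (SD, n = 2) without and 6.62 ± 0.231 RPKM (SD, n = 2) with stimulation, and the log2 fold change was 2.63 (standard error 0.16, adjusted p = 6e-06 from limma). Dnmt3aos (NCBI gene 100038522), on chromosome 12 from 3859293 to 3862244, overlaps Dnmt3a, so that part of its reads could come from the transcript of that gene. It went from 0.867 ± 0.0900 RPKM (SD, n = 2) to 2.54 ± 0.563 RPKM (SD, n = 2), with a log2 fold change of 1.43 (standard error 0.22, adjusted p = 0.000743 from limma). With a pseudocount of 1 RPKM its log2 fold change was 0.91, under 2-fold. Rab26os (NCBI gene 75614) lies on chromosome 17 from 24528251 to 24528744 and overlaps LOC115488833. It is counted over 295 nucleotides only, and 18 and 22 reads fell on it in unstimulated and 49 and 66 in stimulated cells. From 3.98 ± 0.836 RPKM (SD, n = 2) it reached 11.1 ± 0.577 RPKM (SD, n = 2), and its log2 fold change was 1.47 (standard error 0.15, adjusted p = 7.62e-05 from limma). Snhg4 (NCBI gene 100503380) lies on chromosome 18 from 35553410 to 35558316, a span that also holds Snora74a and Mir1949. It was the most abundant of the 5, at 5.08 ± 0.425 RPKM (SD, n = 2) in unstimulated and 32.1 ± 0.965 RPKM (SD, n = 2) in stimulated cells. Its log2 fold change was 2.64 (standard error 0.08, adjusted p = 4.25e-07 from limma). In all 5 the difference between the groups was larger than the spread between the 2 libraries of a group.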

Many of the differentially expressed lncRNAs, including Map2k3os (49), Dnmt3aos (50), AI506816 (51), and Rab26os (52), are relatively uncharacterized; others, such as Snhg4 (53, 54), are only more recently characterized in the literature. While evaluating other lncRNAs in T cell function is of great interest in future studies, we selected lncSnhg7 due its roles in proliferation, apoptosis, and cell differentiation in a variety of cancer cell types (20–30), but a lack of research in primary normal immune cells.

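Snhg7 (NCBI gene 72091), the gene of lncSnhg7, lies on chromosome 2 of GRCm38 from 26637176 to 26640244, and its span also holds the small nucleolar RNA genes Snora17 and Snora43. Reads were counted over 742 nucleotides of transcript. In control offspring, 101 and 114 reads fell on it in the 2 unstimulated and 214 and 290 in the 2 stimulated libraries. Its level was 8.50 ± 1.31 RPKM (SD, n = 2) in unstimulated and 19.3 ± 1.09 RPKM (SD, n = 2) in stimulated CD4+ T cells, and both stimulated libraries lay above both unstimulated libraries. The log2 fold change was 1.18 (standard error 0.11, adjusted p = 5.66e-05 from limma), which passes both thresholds of the study. With each library left out in turn, it ran from 1.03 without the control unstimulated replicate 6 to 1.34 without the control unstimulated replicate 7. Of the other settings tried, quantile normalization gave the lowest value, 1.07, also above 2-fold.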

To validate our RNA sequencing results as well as assess the role of prenatal Cd exposure on lncSnhg7 expression, we measured lncSnhg7 in the T cells of control and Cd-exposed mice offspring using qPCR. We observed a general increase in lncSnhg7 expression upon T cell activation; however, the induction of lncSnhg7 expression was only statistically significant in the male and female Cd-exposed offspring (**Figure 1C**). These results imply that increased lncSnhg7 expression results from T cell activation, but that prenatal Cd exposure further increases lncSnhg7 expression in mice independently of sex.

### 3.2 GALNT7 Protein, But Not mRNA, Levels Are Increased in CD4^+^ T Cells Following Activation

LncSnhg7 expression affects the protein expression of Polypeptide N-Acetylgalactosaminyltransferase (GalNAc transferase; GALNT) proteins, GALNT1 and GALNT7 (31, 32). GALNT1 and GALNT7 are differentially regulated by lncSnhg7 *via* its ability to sequester miRNAs, miR-34a and miR-216b, as depicted in **Figure 2A**. To examine whether lncSnhg7 expression correlates with GALNT levels in mouse CD4^+^ T cells, we measured GALNT1 and GALNT7 mRNA and protein expression with and without activation by anti-CD3/CD28. GALNT1 and GALNT7 mRNA expression was affected by neither prenatal exposure (control or Cd) nor T cell activation (**Figure 2B**). In contrast, when we measured protein levels, we found that GALNT7, but not GALNT1, was consistently upregulated in CD4^+^ T cells isolated from control and Cd offspring after 72 hours of activation (**Figure 2C**). These results indicate that GALNT7 protein expression is upregulated with T cell activation. These data further suggest that GALNT7 expression is regulated by an lncSnhg7-independent mechanism in primary normal CD4^+^ T cells.

**Figure 2:**
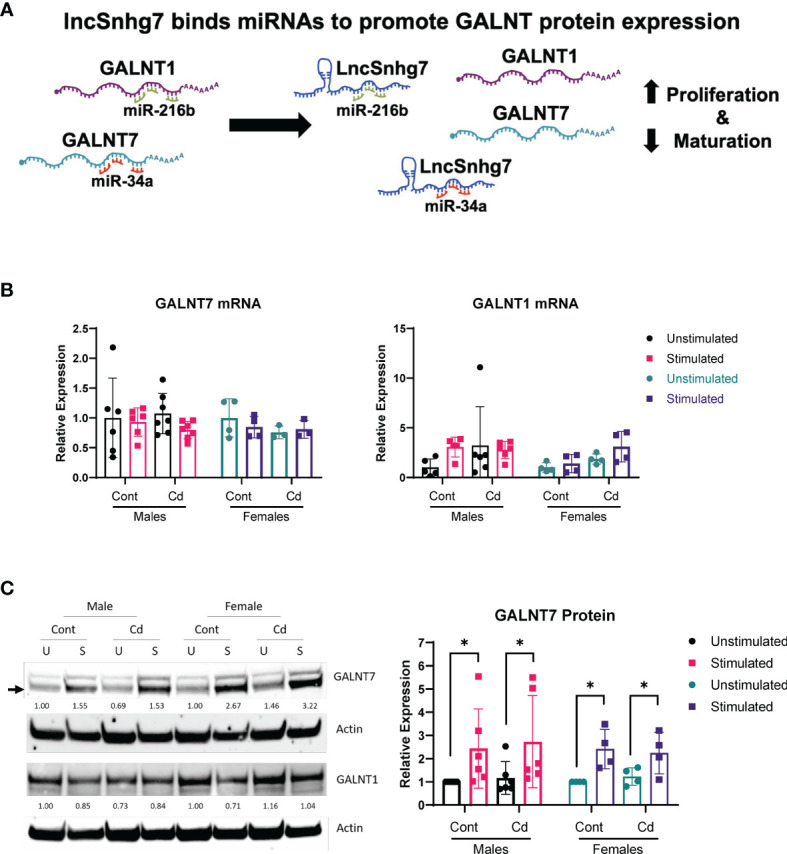
GALNT7 protein expression, but not mRNA expression, is altered in CD4^+^ T cells following activation. **(A)** Model of GALNT1 and GALNT7 regulation by lncSnhg7. **(B, C)** CD4^+^CD25^-^ T conventional cells were isolated from total splenocytes. Cells were cultured in the presence of anti-CD3/CD28 magnetic beads for 0 and 16 hours for RNA or 0 and 72 hours for protein. GALNT1 and GALNT7 expression was analyzed by qPCR **(B)** and western blot **(C)**. Statistical significance was assessed using ratio paired t-tests between stimulated and unstimulated samples with correction for multiple comparisons using the Holm-Šídák method in *post-hoc* analysis. *p < 0.05. n = 3-7 per group.

### 3.3 miR-34a Regulates GALNT7 Protein Expression in CD4^+^ T Cells

The lncSnhg7/miR-34a/GALNT7 relationship has been reported in other cells (31), but has not been established in T cells. To determine whether GALNT7 expression is dependent upon miR-34a levels in T cells, we overexpressed miR-34a using a microRNA mimic. Optimization of miRNA nucleofection was critical to assessing downstream function. We used a Cy3-labeled negative control to measure miRNA uptake using flow cytometry. In primary T cells, 90 pmol of miRNA per 1x10^6^ cells resulted in the brightest median florescent intensity (MFI) per cell (**Figure 3A**). Additionally, 82.3% of single cells and 31.8% of all events had incorporated the Cy3-labeled microRNA in the 90 pmol sample, whereas only 70.7% single cells (30.4% all events) and 40.8% single cells (12% of all events) were positive for the labeled miRNA in the 60 pmol and 30 pmol groups, respectively. We used 90 pmol per 1x10^6^ cells in the subsequent experiments.

**Figure 3:**
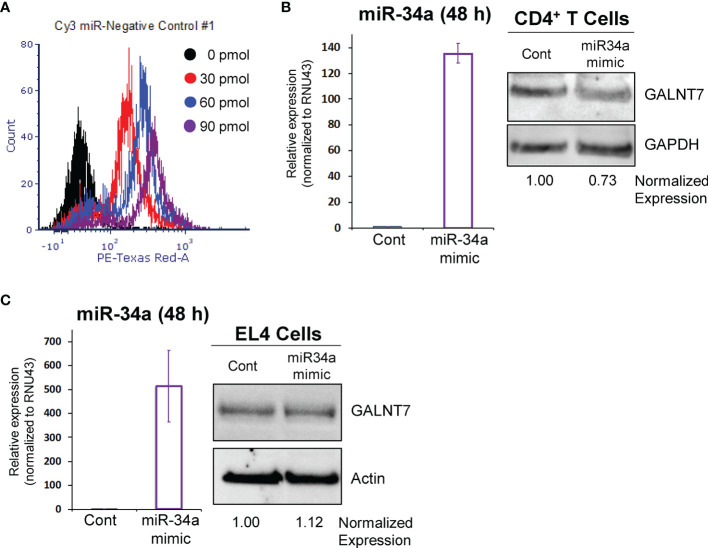
miR-34a regulates GALNT7 expression in primary T Cells. **(A)** Optimization of miR-34a used in nucleofection. miR-34a was overexpressed in mouse CD4^+^ T cells **(B)** or EL4 cells **(C)**. miR-34a mRNA levels were assessed using qPCR. GALNT7 levels were measured using western blotting. Data from representative experiments are shown.

The effects of miR-34a overexpression on GALNT7 protein were assessed in mouse primary CD4^+^ T cells and the mouse T lymphocyte cell line, EL4 (ATCC TIB-39). Of note, both cell types were isolated (or established) from a C57BL/6 mouse strain. In primary CD4^+^ T cells, miR-34a expression was increased 135-fold as compared to the negative control and corresponded with a 27% decrease in GALNT7 expression (**Figure 3B**) suggesting that miR-34a does regulate GALNT7 expression in T cells. In the mouse EL4 cell line, miR-34a was overexpressed ~500-fold; however, overexpression did not suppress GALNT7 expression (**Figure 3C**). These results indicate that the miR-34a/GALNT7 relationship may be dysregulated in immortalized or transformed T cells highlighting the importance of experiments using primary cells.

### 3.4 Direct Exposure to Cd Does Not Affect lncSNHG7, GALNT7, orGALNT1 Expression

All assays described thus far were conducted in cells from offspring that were exposed *in utero* to normal or Cd-spiked water. Previous reports show that while Cd concentrates in the placenta, little to no Cd crosses the placental barrier (55, 56). Therefore, the offspring are not directly exposed to Cd *in utero*. To test whether direct exposure to Cd results in similar effects on lncSnhg7 and GALNT expression, adult male and female mice were exposed to unspiked or Cd water for 21 days. This timepoint was selected as it is the average gestational time of a mouse pregnancy and therefore comparable the prenatal exposure timepoints. CD4^+^ T cells were isolated as described above, stimulated in culture for 0 or 16 hours with anti-CD3/CD28 beads, and mRNA expression was measured by qPCR. There was a trend of increased lncSnhg7 expression in the T cells of mice directly exposed to Cd following stimulation (males p=0.08, females p=0.07); however, these data were not significant and are not above the stimulated control cells (**Figure 4A**). Therefore, this trend is unlikely to be due to the Cd exposure. Of note, in contrast to **Figure 1**, the T cells from control mice did exhibit increased lncSnhg7 expression upon stimulation likely due to a single outlier in each sex. Similar to prenatal exposure, direct exposure to Cd did not alter GALNT1 and GALNT7 mRNA levels in the T cells following stimulation (**Figures 4B, C**). The changes observed in lncSnhg7, GALNT7, and GALNT1 mRNA levels did not correlate with cadmium exposure and therefore cannot explain the Cd-dependent changes that were observed in the offspring.

**Figure 4:**
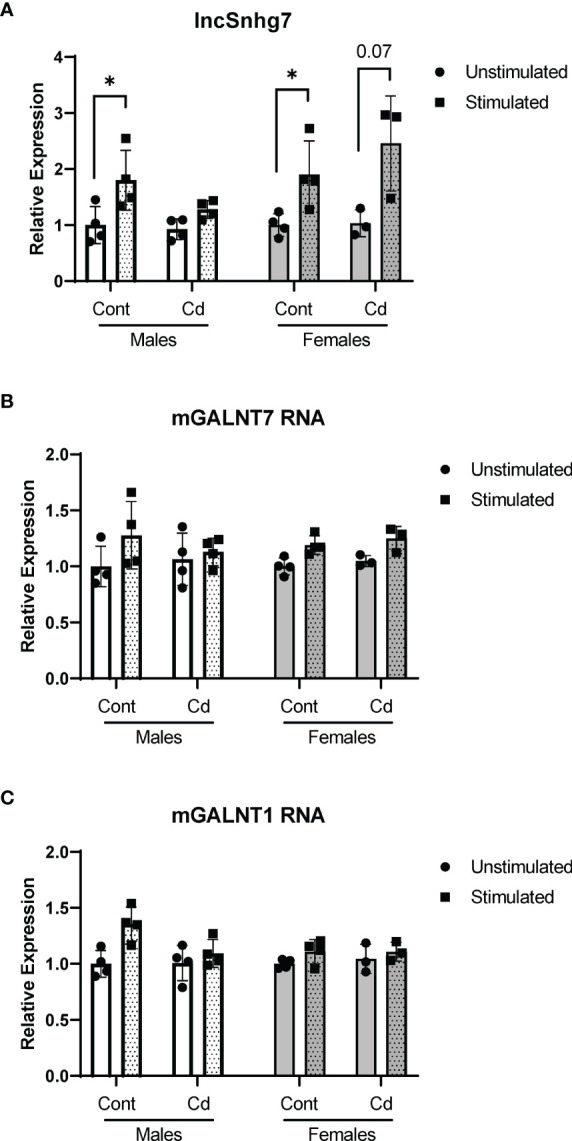
Direct exposure to Cd does not reproduce effects of prenatal Cd exposure. Male and Female mice (8 weeks) were exposed to 21 days of CdCl_2_ *via* drinking water. CD4^+^CD25^-^ T conventional cells were isolated from total splenocytes. Cells were cultured in the presence of anti-CD3/CD28 magnetic beads for 0 and 16 hours prior to RNA isolation. lncSnhg7 **(A)**, GALNT1 **(B)**, and GALNT7 **(C)** expression was analyzed by qPCR. using ratio paired t-tests between stimulated and unstimulated samples with correction for multiple comparisons using the Holm-Šídák method in *post-hoc* analysis. *p < 0.05. n = 3-4 per group.

### 3.5 Prenatal Cd Exposure Increases Proliferation of CD4^+^ T Cells in Offspring in a lncSnhg7-Dependent Manner

LncSnhg7 expression is increased upon stimulation in Cd offspring, and we sought to access the effects of prenatal Cd exposure on CD4^+^ T cell function. Previous studies indicate that increased expression of lncSnhg7 and/or GALNT7 regulates cell proliferation in glioma cells (57), cervical cancer HeLa and Caski cells (58), and colon cancer cell lines (31). Therefore, we measured cell proliferation in the CD4^+^ T cells from control and Cd offspring. CD4^+^ T cells were isolated from the spleens of offspring, labeled with Cell Trace Violet, and stimulated in culture with anti-CD3/CD28 beads for 72 hours. Dilution of the Cell Trace Violet was assessed by flow cytometry and proliferation populations were modeled using FCS Express software. **Figure 5A** shows examples of individual proliferation plots as well as the quantification of the Division Index (DI) for each mouse. Proliferation was significantly increased in both male and female offspring exposed to prenatal Cd, as indicated by the increased mean DI. T cells from prenatal Cd exposed male offspring had a mean DI of 13.35 ± 4.411 as compared to the controls (9.317 ± 3.178), p<0.05. Female Cd offspring also exhibited increased proliferation (DI = 14.32 ± 3.446) as compared to controls (DI = 10.40 ± 0.8154), p<0.05. 

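Stimulated CD4+ T cells of Cd offspring were compared with those of control offspring over 79 genes of cytoplasmic ribosomal proteins, chosen by their symbols (Rpl, Rps and Rplp genes and a few others) in place of the KEGG file, which was not used here. The median log2 fold change of the 79 genes was 0.075 (Cd against control), against -0.0090 over all genes tested, and 62 of the 79 were higher and 17 lower in Cd offspring. The median was 0.083 after median-of-ratios scaling and 0.073 after quantile normalization. A preranked enrichment test on the log2 fold change (fgsea, weight 1) gave an enrichment score of 0.64 and a normalized enrichment score of 2.00, with p = 7.88e-05 from permutation of genes. This test treats genes as independent. Camera, with its preset correlation of 0.01 between genes, gave p = 8.75e-10. With the correlation estimated from these libraries, 0.265, the p of camera was 0.153, and that of fry, which keeps the correlation between genes, was 0.212. The enrichment thus passed 0.05 when the correlation was preset or left out and did not pass under either test that takes it from the data. Each library was also scored by the median deviation of the 79 genes from their mean over the 8 libraries. In stimulated cells it was -0.072 and 0.018 in control and 0.053 and 0.092 in Cd offspring, so both Cd libraries lay above both control libraries. Without the control stimulated replicate 6 the median log2 fold change fell to 0.042 and the normalized enrichment score to 1.59, and without the control stimulated replicate 7 the median was 0.11. Of the other settings, ranking by the moderated t statistic moved the normalized enrichment score most, to 2.80. Because ribosome biogenesis accompanies cell proliferation, the paper reasons that such an enrichment goes with the larger division index of Cd offspring in Fig. 5A. Hand-written gene lists for these processes were not higher in the same comparison. The median log2 fold change was -0.038 for ribosome biogenesis, with 58 of 74 genes lower in Cd offspring. For proliferation it was -0.087, with 21 of 24 lower. Neither list passed 0.05 by fry or by camera with the estimated correlation. The RNA was also taken at an earlier time after stimulation than the division index.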

Concordantly, at genome-wide transcription level, gene set enrichment analysis against KEGG pathway revealed that ribosome-associated genes were preferentially upregulated in the stimulated T cells isolated from the prenatal Cd-exposed offspring as compared to those isolated from control offspring (**Figure S1**); ribosome biogenesis is a canonical hallmark of cell proliferation (59).

**Figure 5:**
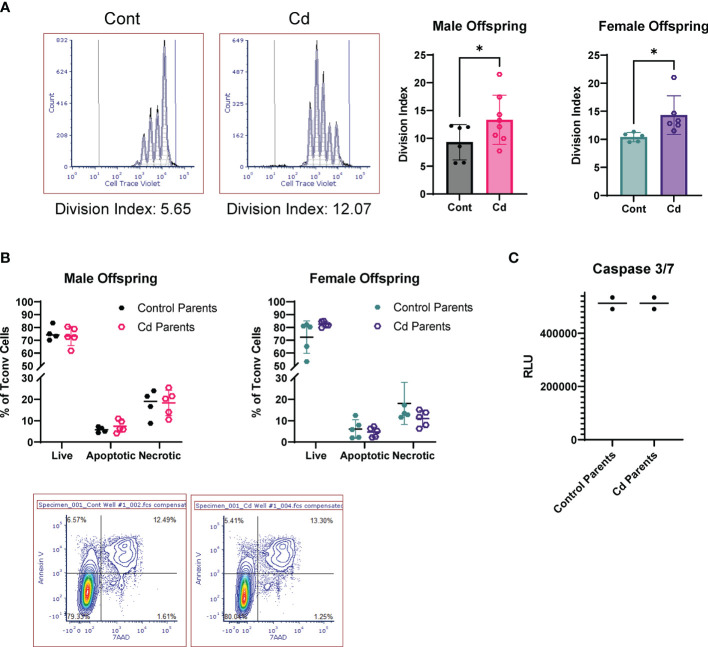
Activated T Cells from Cd offspring have increased proliferation as compared to control offspring, but no differences in apoptosis. **(A)** Splenic CD4^+^CD25^-^ T cells were labeled with Cell Trace Violet and stimulated with anti-CD3/CD28 magnetic beads for 72 h. Division index was calculated using FSC Express. A one-tailed, unpaired t-test was used to compare groups (n=5-8 per group); *p < 0.05. **(B, C)** Unlabeled T conventional cells were stimulated for 72 hours. Apoptosis was assessed by Annexin V/7AAD staining **(B)** and caspase 3/7 activity **(C)**.

We have previously reported that prenatal Cd exposure decreases proportions of splenic nTregs at 20 weeks (10). To test whether the increase in proliferation observed here is due to decreased Treg function, we performed a suppression assay using combinations of Treg: Teff (CD4^+^ T Cells) of 1:20 to 1:1. The Tregs of control and Cd offspring suppressed CD4^+^ T cell proliferation equally (**Figure S2**). To determine if CD4^+^ T cells from Cd offspring exhibited decreased apoptosis, we stimulated cells for 72 hours in culture (without Cell Trace Violet staining) and measured apoptosis using two methods: 1) Annexin V and 7AAD staining was measured by flow cytometry (**Figure 5B**) and 2) Caspase 3/7 activity was measured using a luminometer (**Figure 5C**). Both methods suggest that apoptosis was not altered in Cd offspring as compared to control offspring. Taken together, these results indicate that prenatal Cd exposure enhances CD4^+^ T cell proliferation but does not inhibit apoptosis or nTreg inhibitory function.

To evaluate if increased lncSnhg7 plays a role in the increased proliferation observed in the CD4^+^ T cells of Cd-exposed offspring, we knocked down lncSnhg7 using a lentiviral system expressing a short hairpin RNA (shRNA) against lncSnhg7 (shSnhg7) and measured proliferation after 72 hours. At this timepoint, the expression of lncSnhg7 was significantly reduced in the Cd offspring of both sexes, but not the controls (**Figure 6A**). Consistent with previous data, reduction of lncSnhg7 expression does not alter GALNT7 or GALNT1 mRNA levels (**Figure S3**). The proliferation of CD4^+^ T cells was measured with and without knockdown of lncSnhg7 using flow cytometry. In **Figure 6B**, the histograms in the left column (labeled T=0) show that the intensity of the Cell Trace Violet staining prior to stimulation *in vitro* was uniform in the starting population. Additionally, the intensities were similar in the T cells from control (top) and Cd (bottom) offspring. After stimulation with anti-CD3/CD28 beads, the T cells divide and the peaks on the histogram shift to the left (lower intensity of Cell Trace Violet in each cell) with each division. After knockdown of lncSnhg7 (labeled “shSnhg7”) there is a clear shift of the peaks to the right as compared to the shControl histograms suggesting that proliferation is inhibited with reduction of lncSnhg7 expression. In the male offspring, there was a significant reduction in proliferation in the Cd-exposed offspring cells that have lncSnhg7 knockdown by shSnhg7. In the female offspring, shSnhg7 reduced proliferation in both the control and Cd-exposed offspring (**Figure 6B**). Taken together, these data suggest that the expression the lncSnhg7 affects proliferation CD4^+^ T cells in general, as T cells from both Cd (male and female) and control (female) offspring have reduced proliferation with lncSnhg7 knockdown. In addition, these data demonstrate that prenatal Cd exposure increases CD4^+^ T cell proliferation in a manner that is dependent on the upregulation of lncSnhg7.

**Figure 6:**
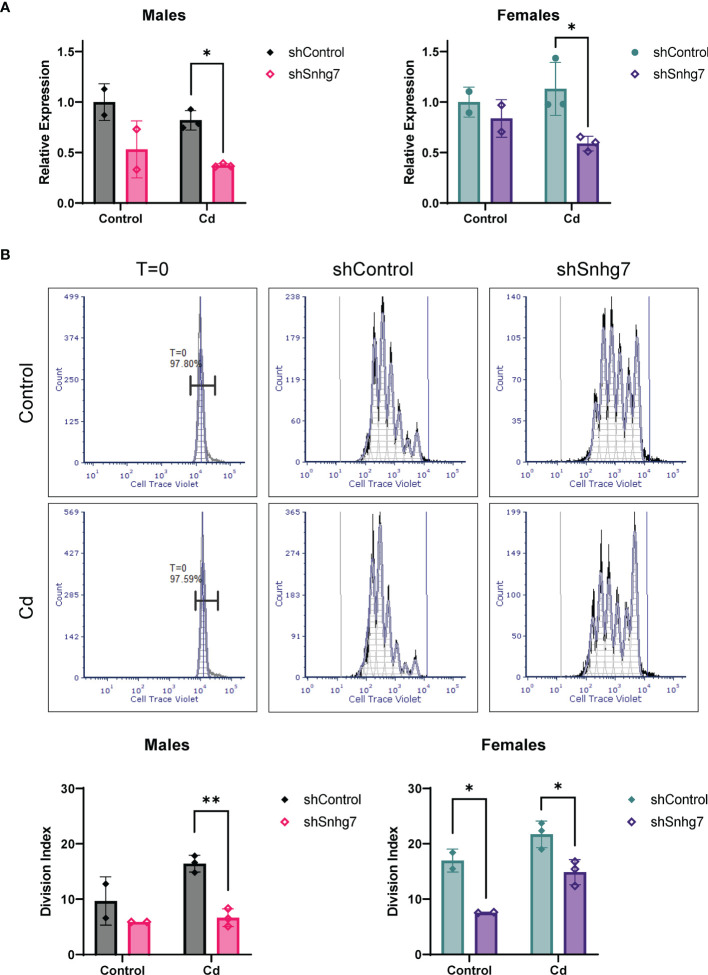
Knockdown of lncSnhg7 inhibits proliferation in primary T cells from control and Cd offspring. Primary CD4^+^ T cells were isolated from mice splenocytes and labeled with Cell Trace Violet. T cells were stimulated with anti-CD3/CD28 magnetic beads in the presence of control- or lncSnhg7-targeted lentivirus for 18 h. Media was replaced, and stimulation proceeded for 72 h total before analysis. **(A)** lncSnhg7 expression was assessed by qPCR. **(B)** Cell Trace Violet expression was measured by flow cytometry and proliferation was modeled using FSC Express software. Representative proliferation histograms are shown for T=0 (unstimulated), control, and lncSnhg7 knockdown samples in Control and Cd offspring. The Division index is reported for each sample. Groups were compared using t-tests between shControl and shSnhg7 samples with correction for multiple comparisons using the Holm-Šídák method in *post-hoc* analysis. *p < 0.05, **p < 0.01. n=2-3 per group.

## 4 Discussion

To our knowledge, we are the first to report that lncSnhg7 is upregulated during CD4^+^ T cell activation in a parent and offspring animal model. We further demonstrate that prenatal Cd exposure exacerbates this phenotype resulting in aberrant T cell proliferation. Several reports in various cancer cells demonstrate that lncSnhg7 regulates cellular proliferation through a variety of signaling pathways (22, 27, 31, 32, 60–64). While there are many mechanisms by which lncSnhg7 promotes cell proliferation in cancer, a main feature is its ability to sponge microRNAs promoting the upregulation of downstream signaling proteins. For example, lncSnhg7 promotes pancreatic cancer proliferation through ID4 by sponging miR-342-3p (22) and promotes the proliferation of gastric cancer cells by repressing the P15 and P16 expression (62). The lncSnhg7/miR-29b/DNMT3A axis affects activation, autophagy and proliferation of hepatic stellate cells in liver fibrosis (64). Additionally, lncSnhg7 sponges miR-216b to promote proliferation and liver metastasis of colorectal cancer through upregulating GALNT1 (32) and acts as a target of miR-34a to increase GALNT7 levels and regulate the PI3K/Akt/mTOR pathway in colorectal cancer progression (31). However, the role of lncSnhg7 in normal T cell activation and proliferation is not understood.

We found that GALNT7, but not GALNT1, protein was consistently upregulated following activation of mouse CD4^+^ T cells. Overexpression of GALNT7 induces proliferation in various cancer cell lines (58, 65), but its function has not been reported in normal T cells. Recent reports have documented the importance of miR-34a in T cell activation describing it as a “hub” of T cell regulatory networks (66–68), thus it is also likely to play an important role in T cell proliferation. We found that a known target of miR-34a, GALNT7, is upregulated in stimulated T cells and that overexpression of miR-34a decreases GALNT7 protein levels. We hypothesize that the miR-34a/GALNT7 interaction is important in T cell function. However, we did observe that GALNT7 is increased in both control and Cd-exposed offspring suggesting that additional pathways may upregulate GALNT7 protein expression during T cell stimulation. Surprisingly, miR-34a overexpression did not alter GALNT7 protein levels in EL4 cells, a mouse T cell lymphoma cell line. These data indicate that T cell lymphomas may not have an intact miR-34a/GALNT7 signaling pathway. The EL4 cell line was established from a lymphoma induced in a C57BL/6 mouse by 9,10-dimethyl-1,2-benzanthracene. Chemical inductions of cancers often result in mutations which can interrupt normal signaling pathways and interactions. Alternatively, due to the inherent ability of lymphomas to replicate without external signals, the activation of the T cell receptor *via* CD3/CD28 may not ‘stimulate’ the cells in the same manner as primary cells.

We also found that the expression of GALNT1, another protein within the same family, is not affected by stimulation or prenatal Cd exposure. GALNT1 expression regulated by miR-216 (32). In vertebrates, expression of miR-216 is characteristic of pancreatic tissue (69) and targets of miR-216 are expressed at lower levels in pancreatic than in other tissue (70). It is not surprising that we did not observe changes in a miR-216 target as it is not highly expressed in T cells.

To demonstrate that the increased proliferation in Cd-exposed offspring was due to the induction of lncSnhg7, we knocked down its expression in primary T cells from Cd and control offspring. While there is a trend in the controls, the reduction of lncSnhg7 RNA was only significant in the Cd samples. However, there is significantly reduced proliferation in all groups except the male controls where a trend in reduced proliferation is observed. In all other experiments, lncShng7 expression is measured by qPCR after 16 hours of stimulation. Due to the complexity of the lentiviral experiments, we measured levels at the time we measured proliferation (72 hours) which may not accurately measure the maximal knockdown in these cells. It is clear that the reduction of lncSnhg7 expression observed in the control female samples was sufficient to reduce proliferation; in the males, it is likely that more animals in the control group would demonstrate the same finding. Taken together, these data demonstrate that the increased T cell proliferation observed in mice exposed to prenatal Cd is inhibited by reducing lncSnhg7 expression.

A limitation of our study is that neither miR-34a/GALNT7 nor miR-34a/lncSnhg7 binding was measured in the CD4^+^ T cells. We are therefore unable to directly attribute the differences in proliferation observed in the offspring of control and Cd-exposed offspring to aberrant lncSnhg7/miR-34a/GALNT7 signaling. However, we postulate that the prenatal Cd-dependent upregulation in lncSnhg7 expression induces aberrant T cell proliferation *via* miR-34a sequestration resulting in GALNT7 protein induction. This may occur alone or in combination with other lncSnhg7-dependent pathways.

We demonstrate that the immune alterations resulting from prenatal exposure to Cd are not due to direct exposure. Unlike other metals (e.g. lead and mercury) which transfer directly from mother to offspring, Cd concentrates in the placenta and is primarily blocked from direct transfer (1, 55, 56, 71). Our study provides the first evidence that prenatal Cd induces the expression of lncSnhg7 and alters downstream pathways in a manner that is independent of direct exposure to Cd. When we directly exposed mice to Cd, we found a trend of induction of lncSnhg7 following T cell stimulation; however, this increase was similar in the mice exposed to control water. In contrast, the CD4^+^ T cells from mice exposed to Cd *in utero* had increased lncSnhg7 expression after stimulation as compared to mice whose parents only had access to control water. These data suggest that the immunotoxic effects prenatal Cd are induced by an indirect mechanism. We have previously published that, unlike direct exposure, prenatal Cd does not induce anti-nuclear antibodies in the blood (72) further supporting an indirect mechanism of action.

A recent study by Saintilnord et al. measured the effects of Cd on sperm methylation found that GALNT7 was hypermethylated in Cd exposed mice (methylation difference over control = 25.19%, p = 2.13E-18) (73). From these data we would predict that Cd-exposed males would have reduced GALNT7 expression; however, we did not observe a reduction of GALNT7 mRNA expression or reduced levels following stimulation (**Figure 4**). These differences may be due to cell type (somatic vs. germline) or exposure parameters (duration and dose). In our study, animals were administered 10 ppm Cd water for 21 days whereas in the Saintilnord et al. animals received 0.9 ppm Cd water for 9 weeks. Further studies would be needed to address these differences.

Several studies in rodents (74, 75) and humans (71) show that the toxic effects of prenatal Cd exposure may be mediated by altered zinc and copper metabolism. Zinc is essential for both innate and adaptive immune responses. It functions as an intracellular signaling molecule after T cell activation (76). However, prenatal Cd exposure is associated with zinc deficiency in the offspring (71, 74). If zinc metabolism was the mechanism driving our phenotype, we would predict decreases in lncSnhg7 and GALNT7 expression resulting in decreased proliferation. In contrast, we provide evidence that prenatal Cd exposure results in an activation phenotype in the CD4^+^ T cells. Of note, these data are consistent with stimulatory effects on T lymphocyte subsets induced by cadmium exposure previously reported by us and others (10, 77).

Cd exposure alters the activity of DNA Methyltransferases 1 and 3b (DNMT1 and DNMT3b) (78–81). In short exposures, direct Cd is an inhibitor of DNA methyltransferases and initially induces DNA hypomethylation; however, prolonged exposure results in DNA hypermethylation and enhanced DNA methyltransferase activity (81). DNA methylation is an epigenetic mechanism which may mediate the sex-specific adverse consequences of maternal Cd exposure on placental function and offspring health (82, 83). Mohanty et al. measured Cd-related DNA methylation in the placenta and identified sex-specific differences in the methylation of key developmental genes. Increased maternal Cd was associated with differential methylation in genes associated with cancer in placentas of female offspring. In placentas of male offspring, they found genes associated with osteoporotic fracture and kidney development were differentially methylated. Kippler et al. examined the associations between maternal peripheral blood and urine Cd levels and cord blood DNA methylation. Using genome-wide DNA methylation assays, they found sex-specific differences in the DNA methylation at certain genes in the offspring which correlated with higher levels of maternal Cd burden (82). They found strong associations between maternal Cd burden and differential methylation in genes related to bone morphology and mineralization and organ development in female offspring and genes related to cell death in male offspring (82). There may be an indirect mechanism by which Cd exposure affects T cell function of the offspring in a sex-dependent manner.

Further investigations are needed to assess the methylation patterns of lncSnhg7 within the placental and offspring of mice exposed to Cd *in utero*. The lncSnhg7 promoter contains two regions predicted to be CpG islands (**Figure S4A**). We hypothesized that there are differences in methylation in these regions. Our preliminary evidence from prenatal Cd and control offspring (3 per group) of each sex suggests that the second CpG island is generally unmethylated in both groups and that the methylation is unaffected by stimulation (**Figure S4B**). We sequenced the bisulfite-converted DNA of 20 clones from each mouse (10 stimulated and 10 unstimulated) and were unable to identify a single consistent site of methylation within even the samples of a single mouse suggesting that any sites of methylation observed could be experimental artifacts. While we did not examine the sites in the first CpG island, it is unlikely that methylation in the lncSnhg7 promoter is affected by Cd-exposure and driving the phenotypes described in this study.

In summary, our data demonstrate that anti-CD3/CD28 stimulation upregulates lncSnhg7 expression in CD4^+^ T cells. This effect is more apparent in the offspring exposed to Cd during gestation but is due to an indirect mechanism as direct Cd does not readily cross the placenta. CD4^+^ T cells from offspring exposed to prenatal Cd have increased proliferation when stimulated in culture and this phenotype is inhibited by reducing lncSnhg7 expression. Treg suppression and apoptosis are not affected by prenatal Cd exposure suggesting that the increased proliferation is due to changes, possibly *via* alterations of miR-34a/GALNT7 signaling, in the CD4^+^ T cells themselves. These findings shed new light on the role of lncRNAs in T cell activation and highlight the need for understanding their functions in noncancerous and primary cells.

## Data Availability Statement

The data sets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE175796.

## Ethics Statement

The animal study was reviewed and approved by West Virginia University Animal Care and Use Committee

## Author Contributions

JM, ER, CH, and KB performed the experiments. JM, SD, GH, JB, and IM analyzed results and composed figures. JM, MV, JB, and IM designed the experiments. JM and MV composed the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

The experiments and personnel were supported by a National Institution of Environmental Health Sciences Grant ES023845 to JB. Flow Cytometry experiments were performed in the West Virginia University Flow Cytometry & Single Cell Core Facility (RRID : SCR_017738), which is supported by the National Institutes of Health equipment grant numbers S10OD016165 and the Institutional Development Awards (IDeA) from the National Institute of General Medical Sciences of the National Institutes of Health under grant numbers P30GM121322 (TME CoBRE) and P20GM103434 (INBRE). IM was supported by West Virginia IDeA-CTR (NIH/NIGMS 2U54 GM104942-03) and National Science Foundation (NSF/1920920, NSF/1761792). The WVU Bioinformatics Core is supported by WV-INBRE grant P20 GM103434 and NIGMS grant U54 GM-104942.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Prenatal Cadmium Exposure Alters Proliferation in Mouse CD4+ T Cells via LncRNA Snhg7
**Source:** Front Immunol. 2022 Jan 11;12:720635. doi: 10.3389/fimmu.2021.720635
**Supplement:** Supplementary file 1

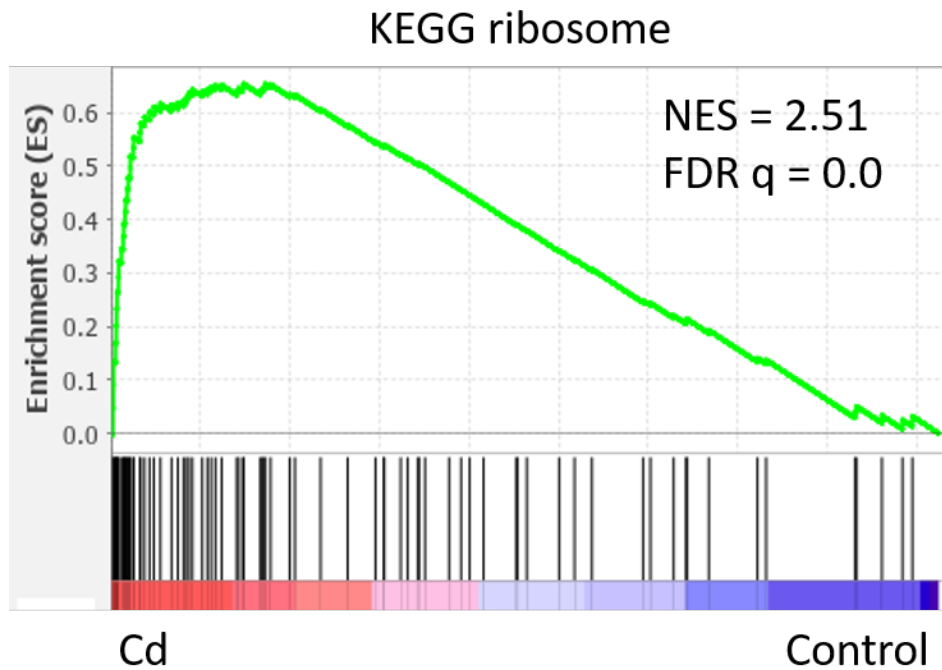

**Figure S1. Ribosome-associated genes are upregulated in T cells of Cd-exposed offspring.** Gene set enrichment analysis (GSEA) of expressed genes in in vitro activated T cells from offspring against MSigDB gene set “KEGG ribosome”; genes sorted by FC of expression (parental Cd exposed/control) from high (red) to low (blue).

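Figure S1 ranks the genes expressed in stimulated T cells by their fold change between Cd and control offspring and asks whether the ribosome genes gather at one end of the ranking. The enrichment score is the largest excess of set genes met while walking down the ranking, and a score above 0 means that they gather among genes higher in Cd offspring.  No gene of all those tested differed between stimulated cells of Cd and control offspring at an adjusted p under 0.05, and 414 had an unadjusted p under 0.05. The lowest adjusted p was 0.0978. Rplp1 and Rpl8 were among the 3 ribosomal protein genes with the highest level. Rplp1 had 1783 ± 92.9 RPKM (SD, n = 2) in control and 1851 ± 8.82 RPKM (SD, n = 2) in Cd offspring. Its log2 fold change of 0.055 was smaller than its standard error of 0.086. It was 0.0018 without the control stimulated replicate 6 and 0.11 without the control stimulated replicate 7. The log2 fold change of Rpl8 was 0.018, and it was -0.018 without the control stimulated replicate 6. The 3 genes with the largest change were Rpl39, Rpl37a and Rps29. Rpl39 had a log2 fold change of 0.62 (standard error 0.80), from 5 and 8 reads in control and 17 and 11 reads in Cd offspring. This difference was not detectable at this depth. It was 0.22 without the Cd stimulated replicate 6 and 1.01 without the Cd stimulated replicate 7. Rpl37a went from 100.2 ± 14.2 RPKM (SD, n = 2) to 143 ± 44.1 RPKM (SD, n = 2), a log2 fold change of 0.49 that was 0.17 without the Cd stimulated replicate 6. Rps29 rose from 52.8 ± 0.671 RPKM (SD, n = 2) to 72.3 ± 2.01 RPKM (SD, n = 2), a log2 fold change of 0.45. The adjusted p of each of these 5 genes was 1. Ribosomal protein genes have many processed pseudogenes, and the counting could have split reads between a gene and its copies. With 7 expressed paralogs added to the set, the normalized enrichment score was 1.91.

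**Figure D2:**
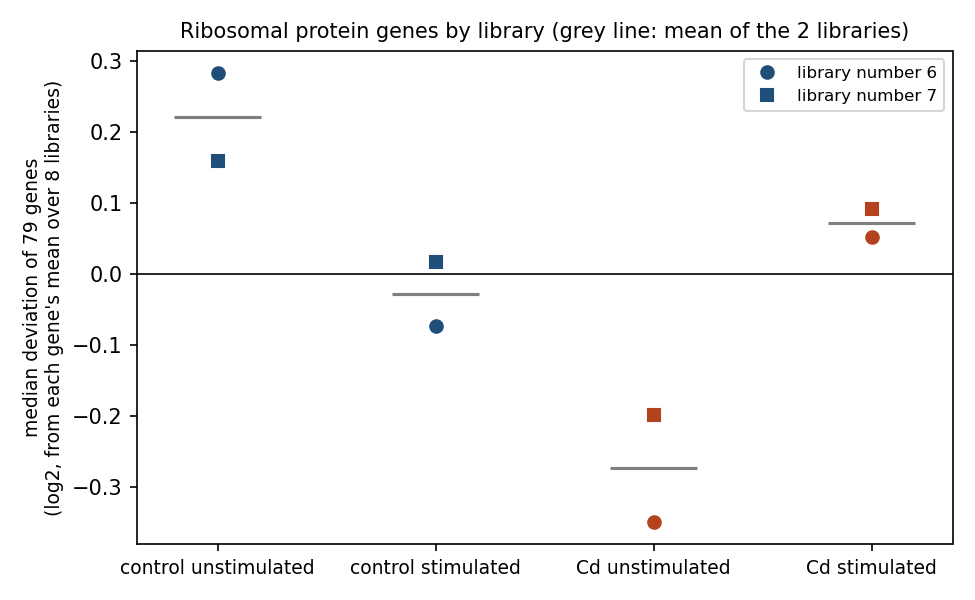
Median deviation of the 79 ribosomal protein genes from each gene's mean over the 8 libraries (log2), for each library of the 4 groups. Circles and squares are the libraries with replicate numbers 6 and 7 and grey lines are the means of 2 libraries; stimulated libraries of Cd offspring lie at 0.053 and 0.092, those of control offspring at -0.072 and 0.018.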

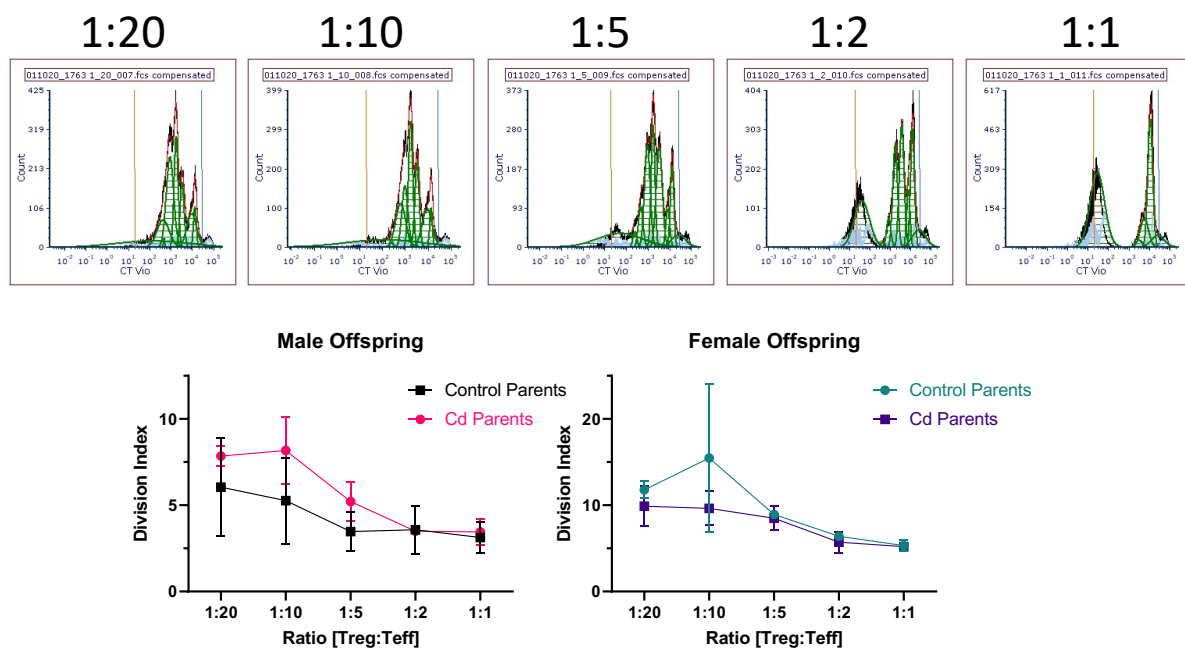

**Figure S2. Suppression ability of Tregs from Cd offspring is unaltered.** The suppression ability of CD4<sup>+</sup>CD25<sup>+</sup> T regulatory cells from control and Cd offspring were assessed at 5 days.

A.

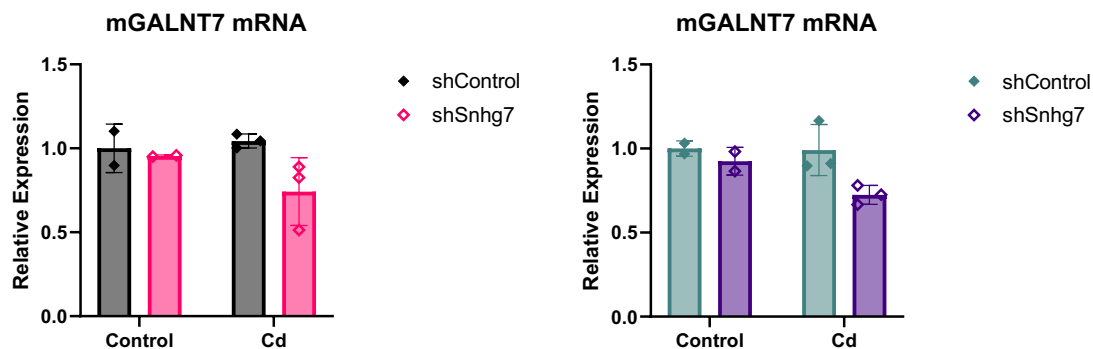

B.

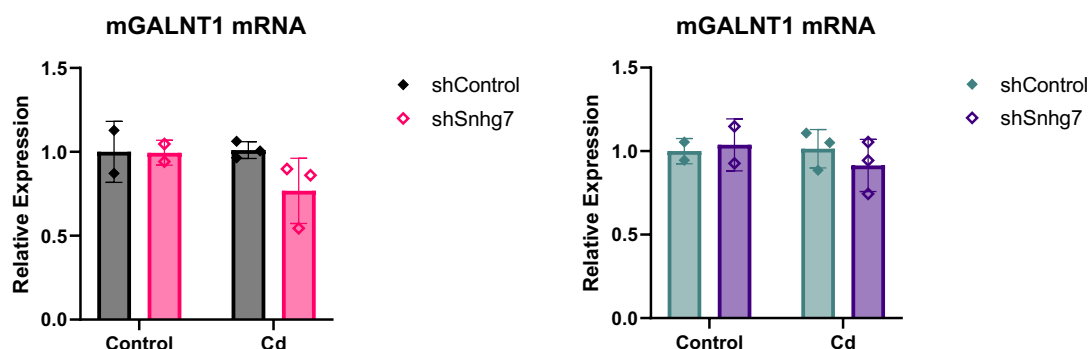

**Figure S3. Knockdown of *IncSnhg7* in primary CD4<sup>+</sup> T cells does not alter GALNT7 or GALNT1 mRNA expression.** Primary CD4<sup>+</sup> T cells were isolated from mice splenocytes and labeled with Cell Trace Violet. T cells were stimulated with anti-CD3/CD28 magnetic beads in the presence of control- or *IncSnhg7*-targeted lentivirus for 18 h. Media was replaced, and stimulation proceeded for 72 h total before analysis. A) GALNT7 and B) GALNT1 expression were assessed by qPCR.

A.

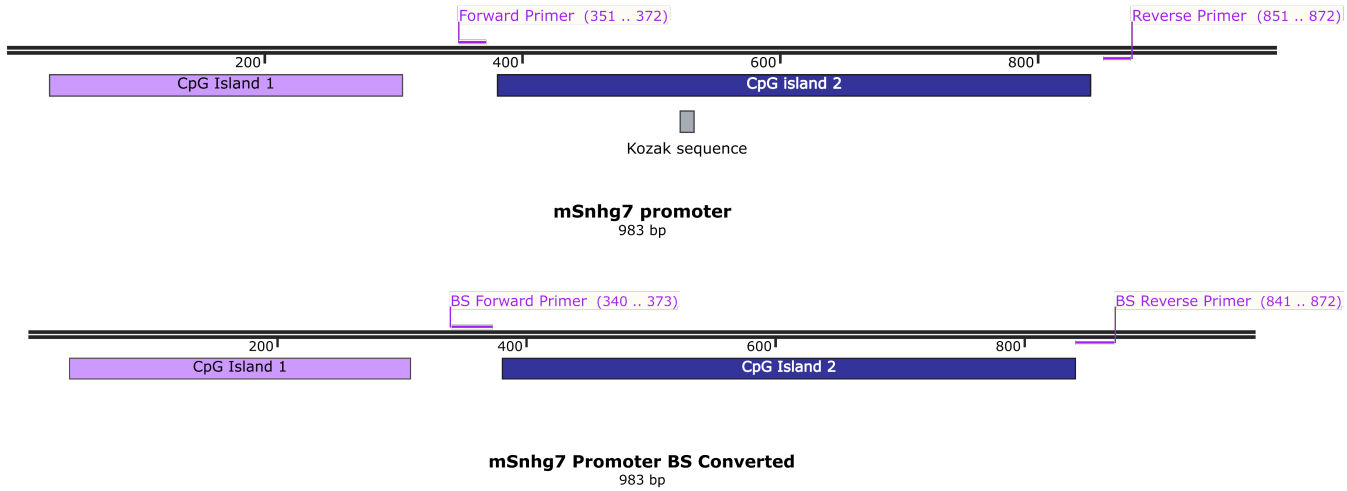

B.

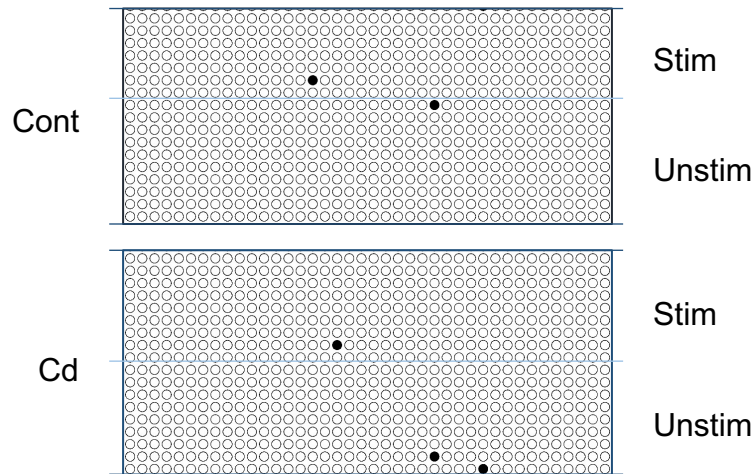

**Figure S4. Prenatal Cd exposure does not alter IncSnhg7 promoter methylation in CD4<sup>+</sup> T cells.** A) Regions of PCR amplification in the unconverted and bisulfite-converted DNA; B) Representative data of methylation of CpG sites in control (top) and Cd (bottom) offspring.

| GS         | logFC | FDR       |
|------------|-------|-----------|
| Map2k3os   | 2.98  | 1.11E-11  |
| AI506816   | 2.94  | 2.39E-44  |
| Snhg4      | 2.75  | 3.13E-72  |
| Dancr      | 1.92  | 8.82E-15  |
| Snhg20     | 1.81  | 2.88E-13  |
| Rab26os    | 1.71  | 5.60E-06  |
| Dnmt3aos   | 1.67  | 3.20E-06  |
| Snhg7      | 1.35  | 2.27E-13  |
| Pvt1       | 1.22  | 3.05E-19  |
| AI662270   | 1.2   | 4.57E-51  |
| Smarca5-ps | 1.17  | 1.46E-29  |
| Mir17hg    | 1.14  | 1.40E-26  |
| Zfp783     | 1.14  | 1.21E-12  |
| Slain1os   | -1.1  | 3.58E-06  |
| H2-K2      | -1.2  | 1.24E-31  |
| Tbc1d22bos | -1.25 | 1.83E-06  |
| BC043934   | -1.3  | 1.06E-14  |
| Rapgef4os2 | -1.39 | 0.000348  |
| Zbtb11os1  | -1.39 | 2.38E-07  |
| Rbm3os     | -1.41 | 4.94E-07  |
| Mir22hg    | -1.63 | 7.73E-10  |
| Peg13      | -1.82 | 6.23E-105 |
| AW011738   | -1.94 | 1.56E-43  |

**Table S1: List of lncRNAs differentially expressed between unstimulated and stimulated CD4+ T cells.**

How the deposited data were processed for this re-analysis (not part of the article)

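RNA sequencing of splenic CD4+ T cells was analysed in 8 libraries, 2 for each combination of parental exposure (control water or 10 ppm Cd) and stimulation (0 or 16 hours with anti-CD3/CD28 beads). Groups were taken from the sample labels. The qPCR, western blot and flow cytometry experiments of the paper were not analysed here.

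The authors aligned the reads to mm10 with subread, counted them on RefSeq transcripts with featureCounts, and identified changed lncRNAs with EdgeR3. The paper does not state the versions, the treatment of reads that align to several places, or the step from counts to the deposited values. The deposited table is on a log2 scale: each value is log2(RPKM + 1) + 0.0001, and a value of 0.0001 stands for an RPKM of 0. The scale was read from the values. After the back-transform RPKM = 2^(value - 0.0001) - 1, 92.9% of the ratios between libraries of 2295 low genes recurred as ratios of whole reads do, against at most 7.5% on the values as they stand and on the other scales tried. The test was planned for RPKM and was therefore run on the back-transformed values. Of 27179 genes, 8206 were at 0 in all libraries. Gene identifiers were matched to the RefSeq gene table of GRCm38.p6, with 25275 matches, and 847 genes had no symbol. Gene types and coordinates were taken from that table.

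Whole reads, transcript lengths and library totals were recovered from the steps between low values for each of the 17794 genes above 0 in at least 2 libraries. The 1179 genes above 0 in 1 library had no recovered reads. A gene whose reads share a common factor could be recovered a factor too low. In simulated libraries, all reads were recovered exactly for 17495 of 17529 genes (99.8%) and the total for 8 of 8 libraries. The totals, 15542732 to 25486791 reads per library with a median of 19434588, set the depth of each value. The ribosomal RNA genes Rn45s and Rn18s took 4.04% to 6.00% of the reads of a library.

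Genes with a mean RPKM of at least 0.5 over the 8 libraries were tested, 12605 in all. The values log2(RPKM + 0.1) were fitted in limma 3.58.1 (R 4.3.3) with 4 group means, contrasts, and empirical Bayes moderation with a trend, and p values were adjusted after Benjamini and Hochberg over the genes tested. Stimulation was compared at an adjusted p under 0.01 and more than 2-fold. Cd against control, in stimulated and in unstimulated cells, and the difference in response to stimulation between Cd and control offspring (an interaction contrast) were compared at an adjusted p under 0.05. No replicate block was used, because neither the paper nor the labels say that libraries with the same number come from 1 animal. Gene sets were tested with fgsea 1.28.0 on the log2 fold change and with camera and fry of limma. On simulated values with 200 changed genes, the pipeline called 199 of them and none of the unchanged genes for stimulation, and 3 unchanged genes for Cd in stimulated cells. A set of 79 genes shifted by -0.4 had a normalized enrichment score of -3.02. The simulated noise was independent between genes, which real libraries are not. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9.

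The ribosomal protein set, sets for ribosome biogenesis, mitochondrial ribosomal proteins, other mRNAs with a 5' terminal oligopyrimidine tract, proliferation and activation, and marker lists for sex, T cells, regulatory T cells, B cells, myeloid, erythroid, CD8 and NK cells and the response to metals were written by hand before the data were examined, and so were the comparisons, thresholds, alternatives and the rule for naming genes. Pseudogene copies of the ribosomal protein genes were listed by symbol. The genes named are those of Table S1, Galnt1, Galnt7 and the genes of the lists; for each comparison, up to 3 genes with the largest increase and up to 3 with the largest decrease among those called with a mean RPKM of at least 5 and without overlap between the libraries of the 2 groups; and of the ribosomal protein set the 3 highest and the 3 most changed. Results for some single genes that these rules select are not reported here.

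The alternatives were pseudocounts of 0.5 and 1, no filter or a mean RPKM of at least 1, only the libraries of a comparison, median-of-ratios scaling, quantile normalization, a replicate block, no trend, a log2(CPM) over 1, an adjusted p under 0.05 for lncRNAs, ranking by the moderated t statistic, the ribosomal set with its paralogs, and each library left out in turn. Limma voom on the recovered reads and the GENCODE gene types were added after seeing the data. A fit that leaves out 1 library leaves 1 in its group, so such fits were used for values only and no calls were made from them. The lncRNA list of ENCODE and the KEGG set file were not used here.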

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

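The scalings between libraries and the marker lists were set before the data were examined. The tests in this part that weigh an explanation were otherwise chosen after the result was seen. They concern comparisons across all genes of the RNA sequencing for which the paper gives no result: unstimulated cells of Cd and control offspring, the response of Cd offspring to stimulation, and the difference between the responses of Cd and control offspring.

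In unstimulated cells, 113 genes differed between Cd and control offspring at an adjusted p under 0.05, 17 higher and 96 lower in Cd offspring, and 1748 had an unadjusted p under 0.05. The 79 ribosomal protein genes had a normalized enrichment score of -2.91 and a median log2 fold change of -0.52. Of them, 78 were lower in Cd offspring and 28 were called. The p was 2.06e-44 with camera's preset correlation, 0.0158 with the estimated correlation and 0.000732 with fry, so this call held under all 3. The share of reads on these genes was 2.47% and 2.27% in the control libraries and 1.92% and 1.94% in the Cd libraries. The largest decreases named by the rule were those of Rps12-ps24 (log2 fold change -2.49), Gm20568 (-1.86) and Gm5621 (-1.72). Rps12-ps24 and Gm5621 are annotated as pseudogenes, so their reads could come from parent genes, and Gm20568 had no match in RefSeq. The largest increases were those of Mir3971 (1.73), Mir5119 (1.02) and Hsph1 (0.95). Mir3971 and Mir5119 are counted over 83 and 57 nucleotides inside Slc43a2 and Cdk12, with 4 to 21 and 6 to 17 reads per library, so that they reflect few reads and could reflect their host genes. Hsph1, which encodes a heat shock protein, rose from 27.8 ± 0.524 RPKM (SD, n = 2) to 54.1 ± 8.23 RPKM (SD, n = 2). Without the trend in the prior spread none of these 6 genes was called, and the number of called genes was 14.

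The tables argue against several technical explanations as the whole cause of the ribosomal decrease. A length bias was tested with 10000 random lists of genes matched on length and expression. Of these, 0 had a median as low. The list medians ran from -0.18 to -0.048, so a smaller decrease was shared by other genes of similar length and expression. Among other genes of high expression, the median rose with length, from -0.21 at 300 to 600 nucleotides (93 genes) to 0.049 in the longest (264 genes). The lengths between them stood at -0.13, -0.045 and -0.0031, so a trend with length was present. Only genes of up to 300 nucleotides broke this order, at 0.21 (80 genes). A trend with length and expression, fitted on the other genes, took up -0.17 of the median and left -0.348. Under another scaling between libraries the median nearest 0 was -0.453, with quantile normalization. If reads had moved to pseudogene copies, the copies would have risen, but their median log2 fold change was -0.335. RNA from other cells would bring their abundant transcripts. Of 23 genes of the B cell, myeloid, erythroid, CD8 and NK lists, 15 stayed below 1 RPKM in all unstimulated libraries. Ms4a1, S100a8, S100a9, Hba-a1 and Hba-a2 were at 0 among them. The values of Hba-a1 and Hba-a2 weigh little here, because the paper does not state how reads that align to several places were treated. The 8 exceptions were Ighm at up to 275 RPKM, Cd8b1 at 10.6, Cd68 at 5.77, Klrb1c at 4.35, Cd74 at 3.65, Cd79a at 3.38, Itgam at 1.85 and Alas2 at 1.72. Their log2 fold changes for Cd ran from -0.23 for Klrb1c to 1.01 for Alas2, and none passed 0.05 (lowest adjusted p 0.331 from limma). Alas2 was at 0.365 and 0.899 RPKM in control and at 1.72 and 0.935 RPKM in Cd libraries, so a difference in such low genes cannot be excluded. Sex did not separate the groups: Y-linked genes reached at most 0.0105 RPKM in any library, while Xist was at 49.3 to 67.1 RPKM in each. The ribosomal decrease was also not the whole difference, since Hsph1 was called and was higher in Cd offspring. Of the 113 genes, 77 were neither ribosomal protein genes (28) nor copies of them known by symbol (8), and 14 of the 77 are shorter than 300 nucleotides. Pseudogenes with Gm names, such as Gm5621, stand among the 77. This count therefore cannot tell how far the difference reaches beyond ribosomal transcripts.

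Splits of the libraries cannot tell chance differences between the mice from an effect of Cd, because 4 libraries make only 3 splits into 2 and 2. Tests that take the spread from the libraries passed 0.05 for the 79 genes (fry p = 0.000732, camera with the estimated correlation p = 0.0158). Their median deviation was 0.283 and 0.16 in control and -0.348 and -0.198 in Cd libraries. For these genes this argues against chance spread between libraries as the whole cause, with 2 libraries per group. The real split gave the largest enrichment, 1 of 3, and the others gave normalized enrichment scores of -0.788 and -1.58. GC content, RNA quality and handling of the cells before lysis were not tested and stay open, as does prenatal Cd itself. A lower level of ribosomal protein transcripts in resting CD4+ T cells of Cd offspring is therefore a hypothesis from 2 libraries per group. The -0.35 left after the trend with length and expression is only what that trend did not take up. The untested technical causes could still account for part or all of it.

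In Cd offspring, 2348 genes differed between stimulated and unstimulated cells at an adjusted p under 0.01 and more than 2-fold, 1435 higher and 913 lower. Of them 1901 were also called in control offspring, 1900 in the same direction, against 438 shared genes by chance. The largest increases were those of Irf4 (log2 fold change 7.58), Lad1 (7.45) and Pdgfb (7.15), and the largest decreases those of Klf4 (-6.43), Hspa1b (-5.77) and Jun (-5.57). By the paper's methods, unstimulated cells were lysed without culture, while stimulated cells were cultured with beads. No group was cultured without beads, so this difference cannot be assigned to stimulation rather than to time in culture. No technical explanation was tested for it.

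The response to stimulation itself differed between Cd and control offspring for 45 genes by the interaction contrast at an adjusted p under 0.05, 38 with a larger log2 fold change in Cd offspring and 7 with a smaller one, and 1332 genes had an unadjusted p under 0.05. The ribosomal protein genes had a normalized enrichment score of 2.94 for this difference and a median of 0.63, with 77 of 79 above 0 and 17 called (camera with the estimated correlation p = 0.0162, fry p = 0.00151). Stimulation lowered their median by log2 -0.22 in control offspring and raised it by 0.36 in Cd offspring, both with a p under 0.05 by fry. By camera with the estimated correlation neither passed 0.05 (p = 0.328 in control and 0.397 in Cd offspring). Of the 45 genes, 40 were also among the 113 genes changed in unstimulated cells. Since the contrast contains the unstimulated libraries, the 2 results are not independent: the difference in response holds the same unstimulated decrease. Of the 10000 matched lists, medians for this contrast ran from 0.047 to 0.20. The trend with length and the other splits were not run for it. Gm5621 (2.51), Gm5093 (2.17) and Rpl31-ps9 (1.85), which are annotated as pseudogenes, had the largest positive and Hsph1 (-0.97) the largest negative difference named by the rule. Without the trend in the prior spread none of these 4 was called.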

How the results depend on the processing

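The genes changed by stimulation kept a count within 1.5 times of the one reported under every alternative run: 1704 to 2644 in control and 1745 to 2659 in Cd offspring. The share of higher genes shrank with the scaling, to 1209 higher and 1058 lower in control offspring with quantile normalization, which also shifted the median of all genes for this comparison by -0.10. The count of Table S1 lncRNAs called ran from 17 to 22 and that of annotated lncRNAs from 17 to 28, the last with GENCODE gene types, which were chosen after seeing the data. The log2 fold change of Snhg7 in control offspring passed the thresholds under all alternatives that give a call. The normalized enrichment score of the ribosomal protein genes kept its sign under all alternatives in all 3 comparisons. A replicate block or no trend cannot change that score, because they leave the fold changes as they are.

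The counts for Cd moved more. For Cd against control in stimulated cells, no filter gave 9 genes (6 higher, 3 lower) and no trend in the prior spread gave 2, in place of 0. In unstimulated cells, in place of 113, it was 65 with no filter (54 shared), 52 with only the libraries of the comparison (45 shared), 14 with no trend (11 shared) and 211 with limma voom on recovered reads (89 shared), which was chosen after seeing the data. The difference in response had 28 genes with no filter, 4 with no trend, and 111 with limma voom, in place of 45. No filter adds low genes to the tests, the libraries of the comparison leave fewer degrees of freedom, and for the others the cause was not tested.

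A block by replicate number gave 76 genes for Cd in unstimulated cells and 25 for the difference in response. For Cd in unstimulated cells, the block joined control and Cd libraries with the same number, which come from different offspring. For the difference in response, it joined only the unstimulated and stimulated libraries of 1 exposure with the same number. Whether the unstimulated and stimulated libraries of 1 exposure with the same number share an animal is not stated. For these pairs, the correlation across genes of the difference between numbers 6 and 7 was 0.064 in control and 0.0085 in Cd offspring. This does not exclude a shared animal. Between exposures it was -0.041 in stimulated and 0.012 in unstimulated cells, which does not bear on a shared animal. Each form of the block also leaves fewer degrees of freedom, and how much of the lower counts comes from that was not tested.

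For the ribosomal protein genes in stimulated cells, camera with an estimated correlation gave p = 0.153 and fry p = 0.212, past no threshold. Both tests allow for correlated genes, but whether this is why fry did not pass for these genes was not tested. Across the fits that each left out one library, their normalized enrichment score ran from 1.59 to 2.09 in stimulated cells, from -2.95 to -2.74 in unstimulated cells and from 2.74 to 2.94 for the difference in response. The difference in response of Snhg7 ran from 0.0094 without the control unstimulated replicate 7 to 0.32 without the control unstimulated replicate 6.

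Of 63 results for single named genes, 17 changed under at least one alternative that gives a call, 32 times to weaker and 0 times to stronger or reversed. In the fits without one library, 7 values moved by more than the replicate SD and 6 changed sign, all from values near 0. The 6 belong to 5 results, which were the Cd log2 fold changes in stimulated cells of Rpl8 (-0.018 to 0.055), Galnt1 (-0.072 to 0.00013) and Galnt7 (-0.089 to 0.052), that of Galnt1 in unstimulated cells (-0.043 to 0.13) and its difference in response (-0.17 to 0.0075). Leaving one out leaves 1 library in a group, so these fits were used for values only, and no such range of the counts was made. Depth limits what can be seen for genes with few reads, such as Rpl39 with 1 to 17 reads per library.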

Differences from the paper's values

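For Map2k3os the log2 fold change with stimulation in control offspring was 2.48, and the paper's value in Table S1 is 2.98. Pseudocounts of 0.5 and 1 RPKM moved the value here further from the paper's, to 1.84 and 1.41. Of the alternatives set before the data were examined, only leaving out the control unstimulated replicate 7 came within the replicate SD of 0.338, with 2.67. That value was still below the paper's. Limma voom on recovered reads, chosen after seeing the values, gave 2.70, also within the replicate SD of the paper's value.

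For AI506816 the log2 fold change was 2.63, and the paper's is 2.94. Pseudocounts of 0.5 and 1 RPKM moved the value here further from the paper's, to 2.26 and 1.94. Leaving out the control unstimulated replicate 7 gave 2.81, within the replicate SD of 0.254 of the paper's value. No other alternative set before the data were examined came within it. Limma voom, chosen after seeing the values, gave 2.74, within the replicate SD.

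The normalized enrichment score of the ribosome genes in stimulated cells was 2.00, against the paper's value of about 2.5 in Fig. S1, read by eye. The set here was chosen by symbols and is not the KEGG file. Of the alternatives set before the data were examined, a pseudocount of 1 RPKM gave 2.41. This was within 0.242 of the paper's value, the SD of the scores from the fits without 1 library. The others were not, among them ranking by the moderated t statistic, with 2.80.

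The number of reads counted on genes had a median of 19434588 (19.4-million) per library, against the paper's about 30-million fragments per library. These are different quantities, and no alternative applies to them.

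Over the 23 lncRNAs of Table S1 the median absolute difference between the log2 fold changes here and the paper's was 0.083 and the largest was 0.497. The paper lists Zfp783 among the lncRNAs past its fold change threshold, and here it was at 0.86 and was called under no setting that gives a call. As a value it was past that threshold without the control unstimulated replicate 7 (1.09) and without the control stimulated replicate 6 (1.02).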

Other observations

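The tests of the ribosomal protein genes in stimulated cells were set before their results were seen, except that the count of genes below 1 RPKM, used for RNA from other cells, and the test of Erdr1 were chosen after the values were seen.

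The response of Snhg7 to stimulation was also present in Cd offspring, where it went from 6.99 ± 0.324 RPKM (SD, n = 2) to 18.0 ± 1.14 RPKM (SD, n = 2), a log2 fold change of 1.35 (adjusted p = 2.92e-05 from limma). The difference between the responses of Cd and control offspring was 0.17 (adjusted p = 0.715). It was 0.0094 without the control unstimulated replicate 7 and 0.32 without the control unstimulated replicate 6, so 1 library decides its size. Cd against control, Snhg7 had a log2 fold change of -0.10 in stimulated cells (adjusted p = 1) and -0.27 in unstimulated cells (adjusted p = 0.346). That of stimulated cells was -0.041 without the Cd stimulated replicate 6 and -0.17 without the Cd stimulated replicate 7. That of unstimulated cells was -0.11 without the control unstimulated replicate 7 and -0.43 without the control unstimulated replicate 6.

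Galnt1 and Galnt7 transcripts changed little. Stimulation gave Galnt1 a log2 fold change of -0.22 in control offspring (adjusted p = 0.0269) and -0.30 in Cd offspring (adjusted p = 0.00687), both well under 2-fold. For Galnt7 it was -0.13 (adjusted p = 0.263) and -0.30 (adjusted p = 0.0285). Without the control unstimulated replicate 6 the value of Galnt1 in control offspring was -0.13, without the control stimulated replicate 7 that of Galnt7 was -0.062, and without the Cd unstimulated replicate 7 that of Galnt7 in Cd offspring was -0.15. Between Cd and control offspring the log2 fold change of Galnt1 was -0.036 in stimulated and 0.044 in unstimulated cells, and that of Galnt7 was -0.019 and 0.14, none with an adjusted p under 0.05. The difference in response was -0.080 for Galnt1 and -0.16 for Galnt7, and neither passed 0.05. These small values depend on single libraries. Without the Cd unstimulated replicate 7, the value of Galnt7 for Cd in unstimulated cells was 0.00068 and its difference in response -0.019, and without the Cd unstimulated replicate 6 they were 0.29 and -0.31. Without the control unstimulated replicate 7, the value of Galnt1 for Cd in unstimulated cells was -0.043 and its difference in response 0.0075, and without the control unstimulated replicate 6 they were 0.13 and -0.17. In stimulated cells the values of Galnt1 and Galnt7 for Cd were 0.00013 and 0.052 without the control stimulated replicate 6, and -0.072 and -0.089 without the control stimulated replicate 7.

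The ribosomal protein genes were somewhat higher in stimulated cells of Cd offspring, with a median log2 fold change of 0.075 that did not pass fry. Their median was above that of 100% of 10000 random lists matched on length and expression, whose medians ran from -0.029 to 0.051, which argues against a length bias. Under another scaling the lowest median was 0.073. RNA from other cells is argued against by 17 of 23 genes of the other cell lists below 1 RPKM in all stimulated libraries. The 6 exceptions were Ighm at up to 113 RPKM, Cd74 at 12.0, Cd8b1 at 11.7, Cd79a at 4.73, Cd68 at 3.79 and Alas2 at 1.38, with log2 fold changes between -0.094 and 0.21 and an adjusted p of 1 each. A difference in sex is argued against by Y-linked genes at no more than 0.0105 RPKM in any library. Stronger activation or more cycling cells would raise the genes of ribosome biogenesis, but their median log2 fold change was -0.0383, with 58 of 74 lower in Cd offspring (camera p = 0.00986 with the preset correlation, 0.329 with the estimated one, fry p = 0.191). Stimulation raised these genes by a median of 1.22 in control and 1.19 in Cd offspring, while the ribosomal protein genes moved by a median of -0.22 in control and 0.36 in Cd offspring. More stimulation that shifts the ribosomal protein genes would thus shift the genes of ribosome biogenesis further, and these did not rise, although their fall was within what fry allows. A shift present before stimulation is argued against by the median of -0.521 in unstimulated cells. What stays open is chance between mice, since the real split was 1 of only 3 splits of the 4 stimulated libraries and the others gave normalized enrichment scores of 1.51 and 1.13, GC content and RNA quality, which were not tested, and prenatal Cd. The size of 0.075 is of the order of the difference between 2 control libraries, so it may be no more than that.

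The other lists gave these results for Cd against control. In stimulated cells the median log2 fold change was -0.087 for proliferation (21 of 24 genes lower), -0.053 for activation and -0.015 for mitochondrial ribosomal proteins. It was 0.0094 for the other mRNAs with a terminal oligopyrimidine tract and 0.085 for pseudogene copies of the ribosomal protein genes. For T cells it was 0.039 and for regulatory T cells -0.15. By fry none of these lists had a p under 0.05. With camera's preset correlation, proliferation (p = 0.00956) and the pseudogene copies (p = 0.00689) passed 0.05. With the estimated correlation neither did (p = 0.318 and 0.143). In unstimulated cells the median was -0.15 for activation, -0.12 for the other mRNAs with a terminal oligopyrimidine tract and -0.098 for T cells, each with a p under 0.05 by fry, without adjustment for the number of lists. By camera with the estimated correlation none of these 3 passed 0.05 (p = 0.0569 for activation, 0.11 for the other mRNAs with the tract and 0.211 for T cells). It was -0.057 for mitochondrial ribosomal proteins, -0.045 for regulatory T cells, 0.034 for proliferation and -0.013 for ribosome biogenesis, none of them under 0.05. Il2ra stands in both the activation and the regulatory T cell list. It was at 1.80 to 2.19 RPKM in unstimulated and 94.0 to 117 RPKM in stimulated cells, and Foxp3 was at 4.48 to 7.69 RPKM over all libraries. Of the genes of the response to metals, Mt1 reached at most 0.362 RPKM and Mt2 0.212 RPKM in any library. Hmox1 was at 1.23 and 1.09 RPKM in unstimulated control cells and at 0.752 and 0.587 RPKM in unstimulated Cd cells, a log2 fold change of -0.72 that did not pass the adjustment (adjusted p = 0.247 from limma). In stimulated cells its log2 fold change for Cd was 0.0033 (adjusted p = 1). Slc30a1 fell with stimulation, with a log2 fold change of -0.96 in control offspring (adjusted p = 5.82e-05) and -0.86 in Cd offspring (adjusted p = 0.000107), and for Cd its log2 fold change was -0.13 in unstimulated cells (adjusted p = 0.536) and -0.034 in stimulated cells (adjusted p = 1). These lists were not used to explain a pattern apart from the ones given above.

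Erdr1, chosen after its values were seen, followed the replicate number in all 4 groups. Its RPKM was 18.3 in number 6 and 5.45 in number 7 of unstimulated control cells, 20.4 and 9.00 in stimulated control cells, 25.4 and 6.83 in unstimulated Cd cells and 40.0 and 12.4 in stimulated Cd cells. It was the only gene of 8681 with a mean of at least 5 RPKM that differed more than 2-fold in the same direction in all 4 groups. Of the 7 other ways to assign the 2 libraries of each group to 2 sides, 1 also gave such a gene, so chance differences between replicates may be enough. Over all 8681 genes, 8.5% had the same sign in the 4 groups, against 12.5% by chance.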
